# Dysregulation of Protease and Protease Inhibitors in a Mouse Model of Human Pelvic Organ Prolapse

**DOI:** 10.1371/journal.pone.0056376

**Published:** 2013-02-20

**Authors:** Madhusudhan Budatha, Simone Silva, Teodoro Ignacio Montoya, Ayako Suzuki, Sheena Shah-Simpson, Cecilia Karin Wieslander, Masashi Yanagisawa, Ruth Ann Word, Hiromi Yanagisawa

## Abstract

Mice deficient for the fibulin-5 gene (Fbln5^−/−^) develop pelvic organ prolapse (POP) due to compromised elastic fibers and upregulation of matrix metalloprotease (MMP)-9. Here, we used casein zymography, inhibitor profiling, affinity pull-down, and mass spectrometry to discover additional protease upregulated in the vaginal wall of *Fbln5^−/−^* mice, herein named V1 (25 kDa). V1 was a serine protease with trypsin-like activity similar to protease, serine (PRSS) 3, a major extrapancreatic trypsinogen, was optimum at pH 8.0, and predominantly detected in estrogenized vaginal epithelium of *Fbln5^−/−^* mice. PRSS3 was (a) localized in epithelial secretions, (b) detected in media of vaginal organ culture from both *Fbln5^−/−^* and wild type mice, and (c) cleaved fibulin-5 in vitro. Expression of two serine protease inhibitors [*Serpina1a* (α1-antitrypsin) and *Elafin*] was dysregulated in *Fbln5^−/−^* epithelium. Finally, we confirmed that *PRSS3* was expressed in human vaginal epithelium and that *SERPINA1* and *Elafin* were downregulated in vaginal tissues from women with POP. These data collectively suggest that the balance between proteases and their inhibitors contributes to support of the pelvic organs in humans and mice.

## Introduction

Prolapse of the pelvic organs (i.e., vagina, uterus, bladder, and rectum) represents failure of a complex dynamic system of pelvic floor support. Results obtained in our laboratories, together with the phenotype of lysyl oxidase-like 1 (Loxl1) null mice [1], [2], have led us to propose that pelvic organ prolapse (POP) is caused by altered balance between matrix synthesis, particularly elastic fibers, and protease activation. For example, mice deficient in *Fbln3* or *Loxl1* develop mild defects in elastic fibers postnatally [3], [4] and vaginal matrix metalloprotease (MMP)-9 is activated with aging or after parturition. *Fbln5* knockout mice, which fail to assemble elastic fibers, show marked upregulation of MMP-9 in the vaginal wall several weeks before the onset of prolapse [5]. In contrast, normal elastic fibers in the vaginal wall of wild type mice seem to protect these animals from proteases that are activated with ovariectomy [6], mechanical distention [7] or after parturition [8]. In the vaginal wall of *Fbln5^RGE/RGE^* knock-in mice in which the integrin binding domain of fibulin-5 is mutated, MMP-9 is also upregulated, yet these mice are protected from prolapse due to normal elastic fibers unless challenged with lysyl oxidase inhibitors to block new elastic fiber synthesis [9]. These results, together with experimental results showing protease activation in the vaginal wall of women with POP [9] suggest that protease activation is important in the pathogenesis of urogenital prolapse.

The importance of vaginal MMP-9 in the development of prolapse in *Fbln5^−/−^* mice has been confirmed. Specifically, whereas >90% of *Fbln5^−/−^* females develop prolapse by 20 weeks of age, only 40% develop prolapse if deficient in both *Fbln5* and *Mmp9* [9]. The failure of complete rescue in the double knockout mice suggests the possibility that proteases other than, or in addition to, MMP-9 may be involved. Here, we sought to identify a potential protease(s) involved in the development of POP. We discovered a serine protease of 25 kDa that was upregulated in prolapsed vaginal tissues. The balance between serine proteases and their inhibitors expressed in specific cell types of the vaginal wall was then examined in detail in both humans and mice, with or without POP. The results indicate that (i) a PRSS-3-like trypsinogen is expressed in the vaginal epithelium of *Fbln5^−/−^* mice and humans, (ii) its activity in the prolapsed vaginal wall is primarily regulated by serine protease inhibitors, and (iii) PRSS3 catalyzes degradation of fibulin-5 in vitro.

## Materials and Methods

### Mice

*Fbln5^−/−^* mice were previously described [9], [10] and kept on a 12 h/12 h light/dark cycle. All animal experimental procedures were reviewed and approved by the Institutional Animal Care and Use Committees of the University of Texas Southwestern Medical Center.

### Casein Zymography

Vaginal tissues were pulverized and homogenized in Tris buffer (10 mM Tris-HCl, pH 7.4, 150 mM NaCl, 10 mM CaCl_2_) containing 0.1% Triton-X 100. Homogenates were centrifuged at 10,000 g for 15 minutes at 4°C. Protein concentration in supernatants was determined using a Bradford protein assay kit (Bio-Rad, Hercules, CA, USA). Protein samples were prepared by mixing with nonreducing sample loading buffer without boiling.Vaginal extracts subjected to SDS-PAGE on 10% non-reducing gels containing 1 mg/ml casein hammersten (Fisher Scientific, Pittsburgh, PA, USA) and processed for zymogram analysis. After electrophoresis, the gels were washed with 2.5% (v/v) Triton X-100 followed by distilled water and incubated in zymogram developing buffer (Invitrogen, Grand Island, NY, USA) 16–18 h at 37°C. Gels were stained in 30% (v/v) methanol, 10% (v/v) acetic acid, 0.5% Coomassie Brilliant Blue R-250 and destained with 20% (v/v) methanol in 7% (v/v) acetic acid. Caseinolytic activity of 25 kDa by analysis of zymography was quantified by measuring the inverted band intensity by Image J software where appropriate.

### Effect of Inhibitors and pH on Caseinolytic Activity

Proteinase inhibitors for metalloproteinase (EDTA), serine protease (PMSF, TLCK, TPCK) were added to the samples before SDS-PAGE. For pH optimum determination, buffers were prepared ranging between pH 4 to 11 and caseinolytic activity was measured as a function of pH.

### Fluorescent Substrate Assays for Caseinolytic Activity

Caseinolytic activity was measured by EnzChek Protease assay kit (Molecular Probes, Eugene, OR, USA) according to manufacturer’s instructions. Briefly, vaginal extracts (2–4 µg) from WT or *Fbln5^−/−^* vagina were incubated with fluorogenic substrates with or without serine protease inhibitors (PMSF, TLCK, TPCK), serine/cysteine protease inhibitor (Leupeptin), aspartic protease inhibitor (Pepstatin A), or cycteine protease inhibitor (E-64) and incubated for 1 h, then fluorescence intensity was measured using microplate plate reader (Safire 2, Tanika). Experiments were performed in triplicate and repeated two times.

### Ovariectomy (OVX) and Estrogen (E2) Injections

Mice were ovariectomized at two months of age. Two weeks after ovariectomy, animals were treated with 17β-estradiol (50 µg/kg/d) for 48 h. Ovariectomized controls were injected with vehicle alone. Tissues were dissected, immediately frozen in liquid nitrogen, and stored at −80°C until casein zymography was performed.

### Tissue Acquisition and Processing

Vaginal tissues were obtained from a bank of specimens from the female reproductive tract maintained by the Department of Obstetrics and Gynecology under the approval of the Institutional Review Board at the University of Texas Southwestern Medical Center. Vaginal tissue was obtained from women undergoing hysterectomy for benign gynecologic conditions other than POP and from women having pelvic reconstructive surgery for POP (Table I). After cross-clamping of the vaginal apex and removal of the uterus, a full-thickness tissue specimen was obtained from the vaginal apex of the anterior and/or posterior vaginal wall. For patients undergoing colpocleisis procedures, the vaginal apex was identified and a tissue specimen containing both vaginal epithelium and muscularis was removed. Women with conditions known to be associated with high metalloproteinase activity (i.e., severe endometriosis/adenomyosis, rheumatoid arthritis, or cervical neoplasias) were excluded. For this study, 6 of 10 tissues specimens from the unaffected compartment (all Stage 0–1 of the posterior wall) of postmenopausal women with prolapse were considered postmenopausal controls. Women with POP were staged using the POP quantification scoring system [11]. Women in the control group underwent preoperative evaluation, including a pelvic examination to evaluate for the presence of prolapse, but formal staging was not performed. Vaginal muscularis was dissected free of vaginal epithelium (surgical mucosa) and was either snap frozen in liquid nitrogen or fixed in RNA-Later® (Ambion Technologies, Austin, TX).

**Table 1:** Demographics of tissue donors.

	Premenopausal		Postmenopausal^δ^	
Status	Control	Prolapse	Control	Prolapse
n	17	15	10	46
Age (mean ± SEM)	40.1±1.7	37.1±2.1	63.6±3.7	70.7±1.3
Vaginal parity (median,range)	2 (0,6)	3 (2,6)	3 (1,6)	3 (0,14)*
BMI	30.3±1.5	35.7±3.3	26.9±1.0	27.3±0.9**
Race				
H, n (%)	7 (41)	3 (20)	3 (30)	19 (33)
B, n (%)	7 (41)	3 (20)	0	4 (7)
W, n (%)	1 (6)	8 (53)	6 (60)	33 (57)
Other/Unknown, n (%)	2 (12)	1 (7)	1 (10)	2 (3)
Stage of sampledcompartment				
0–1	17 (100)	–	10 (100)	–
2	–	12 (80)	–	12 (26)ť
3	–	2 (13)	–	13 (28)
4	–	1 (7)	–	21 (46)

δ4 subjects with tissues from prolapsed (anterior) and supported (posterior) vaginal wall.

* P<0.05 compared with premenopausal controls.

** P<0.05 compared with premenopausal prolapse.

ť P<0.05, Chi-Square test.

### Real-Time Quantitative Polymerase Chain Reaction *(qPCR)*

qPCR was used to determine the relative levels of mRNAs in vaginal tissues of indicated genotypes or in human vaginal tissues. Mouse tissues were pulverized and homogenized in Trizol reagent (Invitrogen). RNA was isolated according to manufacturer’s protocol. In the case of human tissues, tissues were minced and homogenized in 4 M guanidinium isothiocyanate buffer and layered over 5.7 M cesium chloride and centrifuged overnight at 237,000×g to extract RNA. cDNA synthesis was carried out with 2 µg of total RNA in a reaction volume of a 20 µl. Each reaction contained 10 mM dithiothreitol (DTT), 0.5 mM deoxynucleotide triphosphates (dNTPs), 0.015 µg/µl random primers, 40 U RNase inhibitor (Invitrogen) and 200 U reverse transcriptase (Invitrogen). PCR reactions were carried out in the ABI Prism 7000 sequence-detection system (Applied Biosystems, Foster City, CA, USA). The reverse transcription product from 50 ng RNA was used as template, and reaction volumes (30 µl) contained Master Mix (Applied Biosystems). Primer concentrations were 900 nM. Cycling conditions were: 2 min at 50°C, followed by 10 min at 95°C; then 40 cycles of 15 sec at 95°C, and 1 min at 60°C. SYBR Green was used for amplicon detection. Gene expression was normalized to expression of the housekeeping gene GAPDH. A preprogrammed dissociation protocol was used after amplification to ensure that all samples exhibited a single amplicon. Levels of mRNA were determined using the ddCt method (Applied Biosystems) and expressed relative to an external calibrator present on each plate. In the case of PRSS amplification, human fetal pancreas was used as the positive control. Primers are listed in Supplemental Table I.

### Activity-based Protein Profiling of Serine Proteases

Vaginal tissue homogenates were made in tissue protein extraction reagent (T-PER) (Thermo-Scientific, Waltham, MA, USA) and centrifuged at 16,000×g at 4°C for 5 min. Protein concentration was determined by the Bradford method. Homogenate were diluted to 2 mg/ml and 50 µl (100 µg) homogenate was labeled with 1 µl of TAMRA-FP (2 µM) labeled serine hydrolase probe (Thermo-Scientific). Incubation was carried out for 60 min and then reaction stopped by adding 2× Laemmli reducing sample buffer. Labeled proteins analyzed by SDS-PAGE followed by fluorescence gel scanning. To determine the specificity of the TAMRA-FP probe, homogenates were boiled for 5 min in sample buffer before adding the probe. For activity-based pull down assays, 200 µg of homogenate was incubated with FP-biotin (2 µM (kind gift from Prof. Benjamin F Cravatt, The Scripps Research Institute, La Jolla, CA, USA) for 60 min, then streptavidin magnetic beads (50 µl, Invitrogen) were added to the reaction. After beads and supernatants were separated magnetically, beads were subjected to SDS-PAGE followed by silver staining (Invitrogen). Differential band intensity at approximately 25-kDa was quantified by Image J software. After quantification, the 25-kDa band was excised and subjected to mass spectrometric analysis by the Protein Chemistry Technology Core at the UT Southwestern Medical Center. MASCOT search program was used to identify peptide fragments.

### In vitro Cleavage of Fibulin-5

Human recombinant fibulin-5 (R&D System, Minneapolis, MN, USA) incubated with human recombinant PRSS3 at 1∶20 ratio in Invitrogen developing buffer for 2 h. Samples were boiled with reducing sample buffer and run on 4–15% gradient gel and silver stained (Invitrogen).

### Immunohistochemistry

Vaginal tissues were dissected from mice, OCT embedded and frozen in liquid N2. Frozen vaginal tissue sections (10 µm) were mounted on glass slides and brought to RT before proceeding for staining. Specimens were fixed in 4% PFA for 10 min and rinsed in PBS, blocked with 5% normal donkey serum for 1 h at RT. Specimens were incubated with PRSS3 antibody (R&D Systems) overnight at 4°C and detected with Alexa Fluor 488-donkey anti-goat secondary antibodies (1∶200).

### Vagina Organ Culture

Vagina was dissected from mice and rinsed in HBSS solution and three to five vaginas were pooled and used in culture. Free floating vaginal tissues cultured in initial HBSS solution for 72 h without antibiotic at 37 °C in the presence of CO2. Conditioned media were collected and briefly centrifuged to exclude free floating epithelial cells and protein concentration was determined.

### Immunoblot Analysis

Condition media from vaginal organ culture were subjected to 10% SDS-PAGE. Proteins were transferred to PVDF membrane for 2 h and then blots were blocked and incubated with PRSS3 antibody (Santa Cruz Biotechnology Inc., Santa Cruz, CA, USA) overnight at 4°C. Blots were washed and incubated with secondary antibody and detected with luminol chemiluminiscence reagent (Santa Cruz Biotechnology Inc.).

### Microarray

RNA from vaginal tissues from age-matched WT and *Fbln5^−/−^* mice (2 animals in each group) were subjected to microarray experiments. To control for influence of the hormonal environment, all animals were ovariectomized and treated with estrogen (E2) (50 µg/kg/d) ×3 d two weeks after ovariectomy. Affymetrix mouse expression chip 430 2.0 data was exported to the gene analysis software. Per chip normalization to the 50th percentile expression level and per gene normalization to the median expression of all samples was performed. Probe sets scored as either present or marginal were used in the data analysis, and average expression readings <100 in both WT and KO were excluded. Fold change expression was calculated as the median expression of WT over KO. Annotations for the probe sets were derived from the Affymetrix web site (www.affymetrix.com) and were updated with a variety of publicly accessible databases (National Center for Biotechnology Information [NCBI], Information Hyperlinked over Proteins [IHOP] and SwissProt database to verify gene identity and update annotations from current literature references. The microarray data from this publication have been submitted to the GEO database (http://www.ncbi.nlm.nih.gov/geo/) and assigned the accession number GSE40249.

### Statistical Analysis and Power Calculation

Statistical comparisons between groups were conducted by Student’s t test or, for multiple groups, one-way ANOVA using Dunnet’s comparison of means were used. P values ≤0.05 were considered significant. Based on the variability determined from pilot studies, we used a 2∶1 disease: control ratio to estimate a sample size of 8 controls and 16 prolapse to detect a 2-fold change in mRNA levels with a power of 0.80 and an alpha of 0.05. Since it was anticipated that up to 30% of RNA samples would be degraded or lost in sample preparation, 12–15 controls were used. For menopausal women with a wider age span and different stages and thereby increased variability, all apical samples available from the tissue bank were analyzed. Three samples were excluded due to incomplete clinical data. Data were reported as mean ± SEM.

## Results

### Caseinolytic Proteases in the Vaginal Wall of *Fbln5^−/−^* Mice

To search for protease(s) potentially involved in development and/or progression of POP, casein zymography was performed using vaginal tissues of WT and *Fbln5^−/−^* mice. Caseinolytic protease activity at 25 kDa was increased in vaginal tissues from *Fbln5^−/−^* mice (Figs. 1Aa and Ac, asterisk P = 0.0317) and was named V1. In some extracts, caseinolytic activity was observed at 21 kDa (Fig. 1B). To determine if these proteases were unique to the vaginal wall, casein zymography was conducted with extracts from vagina, prostate, skin, lung, uterus and aorta from WT and *Fbln5^−/−^* animals. Although differentially expressed in the vagina of *Fbln5^−/−^* mice, differences in the 25 kDa protease were not observed in the lung, and other tissues did not express the 25 kDa protease (Fig. 1B). It is of note that the 21 kDa caseinolytic protease was observed in skin, uterus and prostate of both WT and *Fbln5^−/−^* mice and upregulation was observed in the skin and prostate of *Fbln5^−/−^* mice.

**Figure 1:**
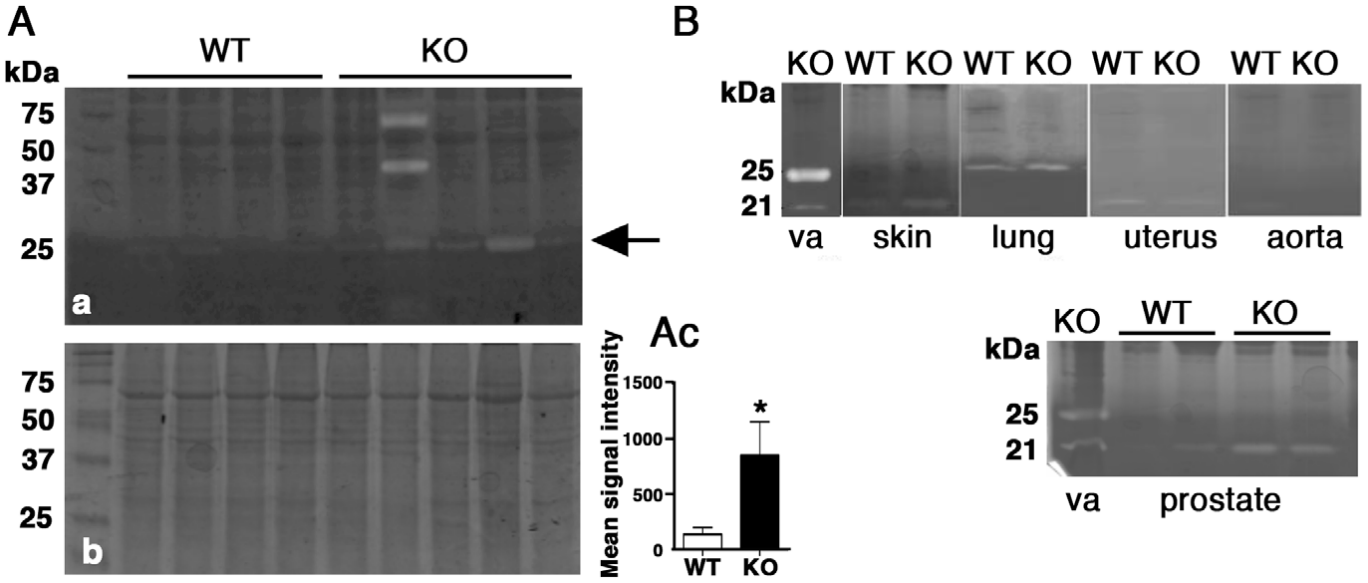
Detection of caseinolytic activity in *Fbln5^−/−^* tissues. (**A**) *a,* casein zymography using vaginal extracts from wild-type (WT) and *Fbln5^−/−^* (KO) at 1–2 months of age. Arrow indicates caseinolytic activity at 25-kDa. *b,* corresponding coomassie staining showing equal loading. *c*, Quantification of caseinolytic activity at 25-kDa in a. Bars are mean ± SEM. *P<0.05. (**B**) Caseinolytic activity was examined in various tissues from WT and KO mice. Note a 21-kDa band detected in vagina, skin, uterus, and prostate.

To localize V1 in the vaginal wall, vaginal epithelium was scraped from the underlying stromal tissue of *Fbln5^−/−^* mice and both compartments subjected to casein zymography (Fig. 2A, vagina). V1 protease was highly enriched in epithelium compared to stroma in the vagina and it was not detected in the myometrial layer of the uterus (Fig. 2A, uterus). In both vagina and uterus, a faint band at 21 kDa was detected (Fig. 2A, asterisks). Since it is known that estrogen regulates the properties of vaginal epithelium, casein zymography was conducted in vaginal protein extracts from ovariectomized *Fbln5^−/−^* treated with or without estradiol and compared with that in normal cycling *Fbln5^−/−^* animals (Fig. 2B). V1 protease activity was decreased in vaginal tissues from ovariectomized mice compared with control (NC; normal cycling). Estradiol treatment restored V1 protease activity to normal levels. These results suggest that estrogen regulates the relative amounts of caseinolytic activities in the vaginal wall and uterus of knockout animals, and that the timing of induction and duration of expression may be regulated by estrogen.

**Figure 2:**
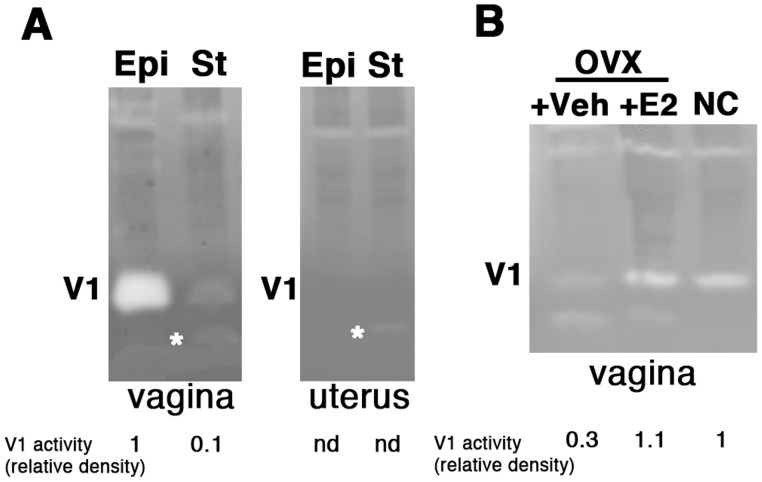
Compartmentalization of caseinolytic activity in *Fbln5^−/−^* vagina. (**A**) Epithelium (Epi)- and stroma (St)-enriched extracts were prepared from vagina (left) and uterus (right) from *Fbln5^−/−^* mice. Note strong V1 activity predominantly detected in epithelium of the vagina. An asterisk shows the activity at 21 kDa. V1 activity is indicated by relative density of the band. nd, not detected. (**B**) Effect of estrogen on V1 activity in *Fbln5^−/−^* mice. Extracts were prepared from vagina of normal cycling (NC) or ovariectomized animals injected with vehicle (+Veh) or estrogen (+E2).

### Characterization of V1 Protease

Although physiologic vaginal pH is maintained within the acidic range, various conditions such as menopause and infection may alter the pH. Thus, the effect of pH on caseinolytic activities was examined. Vaginal extracts from *Fbln5^−/−^* mice were subjected to casein zymography at various pH. V1 exhibited optimal activity at pH 8, with loss of activity at acidic or highly alkaline pH (Supporting Fig. S1).

Next, the protease inhibitor profile was determined with or without estrogen treatment. EDTA, a well-established inhibitor of MMPs, did not alter V1 activity. PMSF, a broad-spectrum serine protease inhibitor, however, inhibited V1 significantly (Fig. 3A). Under the present experimental conditions, V1 protease activity was inhibited by TLCK (specific for trypsin) only by 20% and resistant to TPCK (specific for chymotrypsin-like activity) (Fig. 3B). Consistent with these findings, caseinolytic activity assays using fluorescent substrates showed that the activity was resistant to EDTA and inhibited completely by PMSF (Fig. 3C). TLCK also inhibited the caseinolytic activity (Fig. 3C). The inhibitory effect of TLCK was not effective at a lower dose (Supporting Fig. S2A). Leupeptin (a competitive transition state inhibitor of serine, cysteine and threonine proteases such as trypsin, plasmin, kalliikrein, and cysteine proteases) and TPCK did not inhibit the caseinolytic activity (Supporting Fig. S2A). Pepstatin A (an inhibitor of aspartic proteases such as pepsin and cathepsins), and E64 (an irreversible, potent, and highly selective cysteine protease inhibitor) showed the inhibitory effects on the caseinolytic activity (Supporting Fig. S2B), although the inhibition was much weaker than that of PMSF (Fig. 3C).

**Figure 3:**
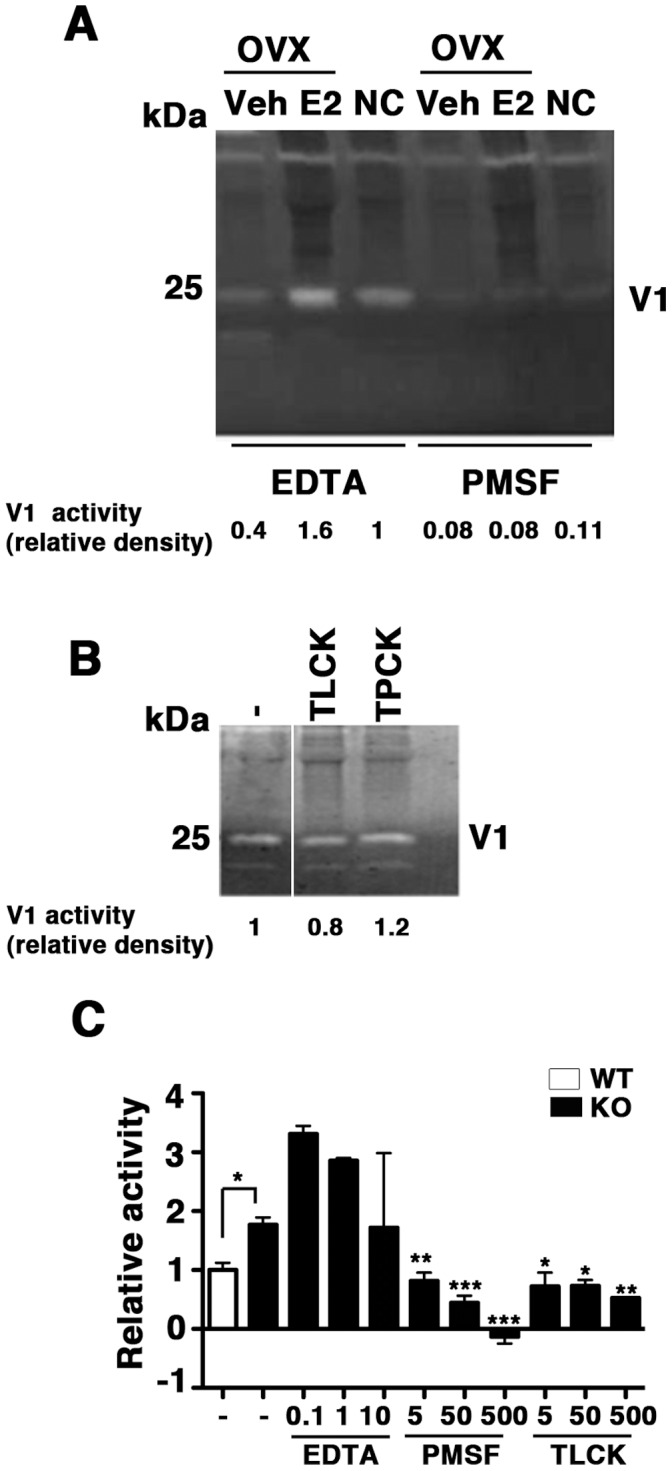
Effects of protease inhibitors on V1 activity. (**A**) Normal cycling and ovariectomized vagina extracts shown in Figure 2 were subjected to protease inhibition. EDTA (10 mM) or PMSF (100 µM) was incubated with each extract before casein zymography. Whereas EDTA showed no effect, PMSF completely inhibited V1 activity. V1 activity is indicated by relative density of the band. (**B**) *Fbln5^−/−^* vaginal extracts were pre-incubated with vehicle, TLCK (5 µM), or TPCK (10 µM) for 37°C for 1 h before analyzed by casein zymography. Note that V1 activity was resistant to protease inhibitors. (**C**) Caseinolytic activity assays using EDTA (0.1–10 mM), PMSF (5–500 µM), and TLCK (5–500 µM) were incubated with *Fbln5^−/−^* vaginal extracts and fluorescence intensity was measured as a caseinolytic activity. Note inhibition by PMSF and TLCK. Bars are mean ± SEM. *P<0.05, **P<0.01, and ***P<0.005 compared with KO without inhibitor.

To confirm that V1 was a serine protease and provide a better estimate of its molecular size, a TAMRA-fluorophosphonate (FP) probe was used to conduct activity-based protein profiling of vaginal tissues from *Fbln5* heterozygous (Het) and knockout (KO) mice (Fig. 4A). FP is an irreversible inhibitor of fluorophosphonate/fluorophosphate derivatives and preferentially inhibits serine proteases [12]. The reactivity of FP requires the presence of a catalytically active serine hydrolase. Multiple proteases were labeled by FP indicating multiple catalytically active serine proteases in the vaginal wall. Most labeled proteases, however, were similar in KO and Het animals. In contrast, V1 protease was increased in vaginal extracts from KO animals. Based on these results, we performed activity-based pull down assays of V1 protease using a biotinylated FP probe [12] (Fig. 4B). Consistent with TAMRA-FP probe, upregulation of a ∼25-kDa FP-reactive band was detected in KO extracts, which was abolished by heat inactivation. The band was excised and sequenced by mass spectrometry. Four sequences were obtained that partially matched to PRSS1-3 (Fig. 4C). Taken together, the biochemistry, inhibitory profile, activity-based protein profiling, and mass spectrometry data suggest that V1 protease is a trypsin-like, but not chymotrypsin-like, serine protease similar to PRSS1-3 trypsinogens.

**Figure 4:**
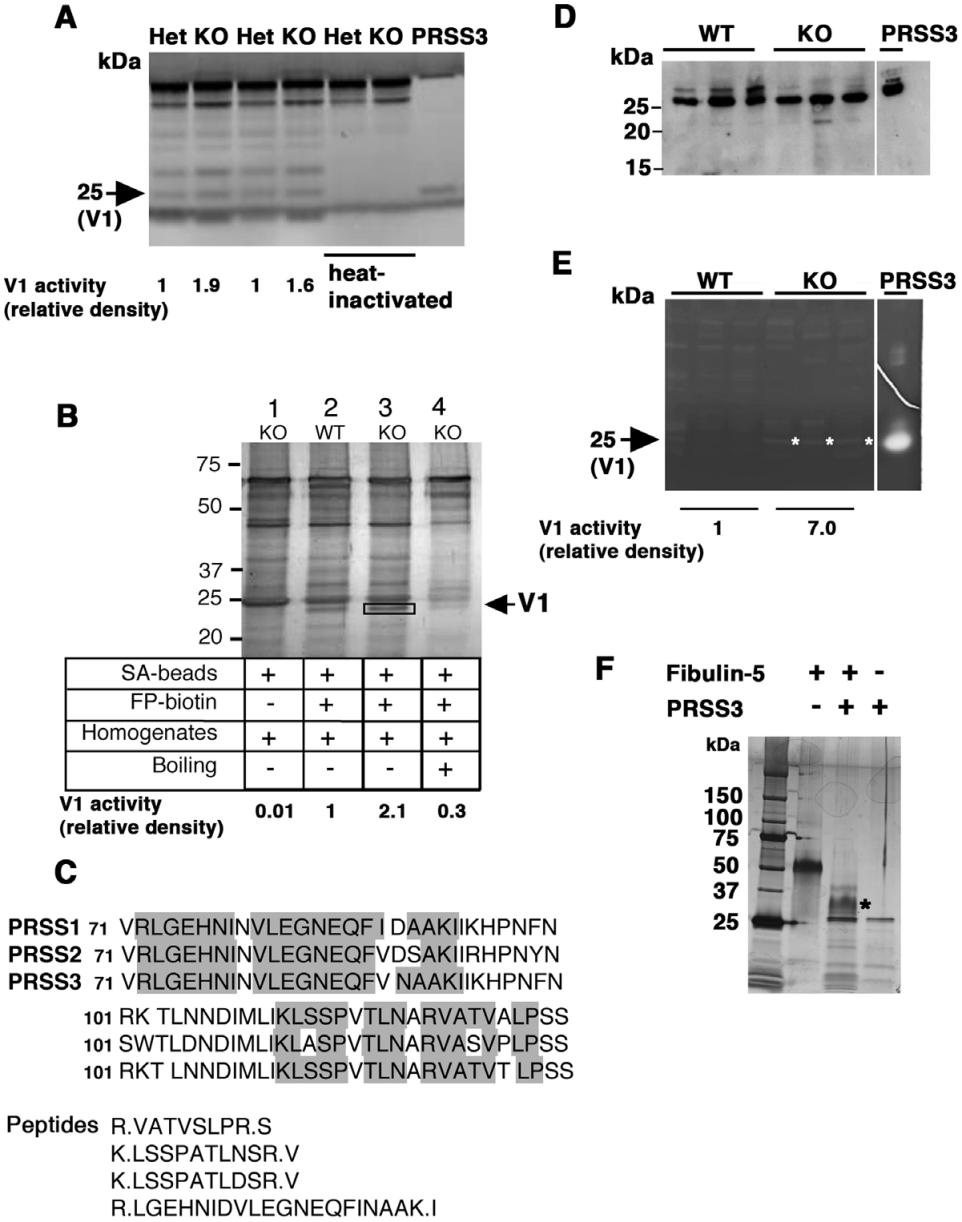
V1 shares similar biochemical properties as those of PRSS3. (**A**) Activity-based detection of serine proteases in vaginal extracts using TAMRA FP probe. PRSS3 recombinant protein was used as positive control for detecting 25 kDa serine protease activity. A band corresponding to 25 kDa along with other bands were seen in both *Fbln5^+/−^* (Het) and KO vaginal extracts. V1 activity is indicated by relative density of the band. (**B**) Activity-based pull-down assay of V1 protease. Up-regulation of ∼25-kDa FP-biotin reactive band is seen in the KO vagina (lane 3, box) compared to WT (lane 2). No corresponding band was seen in lane 1, in which KO extract was incubated with streptavidin (SA) beads without FP-biotin (lane 1). V1 activity is indicated by relative density of the band. (**C**) Alignment of PRSS1-3 proteins with peptide fragments (shaded box) obtained from 25-kDa band (box in B) after mass spectrometery. (**D**) Immunoblot analysis of PRSS3 using conditioned media of vaginal organ culture from WT and KO mice. Note comparable levels of secreted immunoreactive PRSS3 in WT and KO. (**E**) Casein zymography using conditioned media described in (D). PRSS3 was used as positive control to show the caseinolytic activity of the recombinant enzyme. Note caseinolytic activity at 25 kDa (asterisk) was increased in KO conditioned media relative to that in WT. V1 activity was indicated by relative density of 25 kDa band (average of three samples). (**F**) In vitro cleavage of fibulin-5 by PRSS3. Note asterisk indicates a major cleavage product of fibulin-5. The experiment was performed three times.

### Candidates for Increased Caseinolytic Proteases in the KO Vagina

Based on its (i) molecular size, (ii) mass spectrometric analysis, (ii) resistance to common trypsin inhibitors and iii) optimal pH, we concluded that V1 is most likely PRSS3. PRSS3, together with PRSS1 and PRSS2, comprise a trypsinogen family. While PRSS1 and PRSS2 are major pancreatic trypsinogens, PRSS3 is shown to be expressed both in the pancreas and extra-pancreatic tissues, including the brain and skin [13], [14]. To examine if PRSS3 is secreted from vaginal tissues, vagina organ culture was prepared from wild-type and *Fbln5^−/−^* mice and conditioned media were collected. Western blot analysis of conditioned media showed cross-reactivity to PRSS3 at approximately 25 kDa both in wild-type and knockout mice (Fig. 4D). PRSS3 levels, however, did not differ. In contrast, 25-kDa caseinolytic activity was increased in conditioned media from *Fbln5^−/−^* vagina relative to almost non-detectable activity in wild-type (Fig. 4E), suggesting the possibility that the PRSS3-like enzyme activity is primarily regulated by protease inhibitors. We then asked if PRSS3 could cleave fibulin-5. Fibulin-5 is shown to be cleaved at arginine 77 and the cleaved form of fibulin-5 is unable to assemble elastic fibers in elastogenic assays [15]. Incubation of fibulin-5 with PRSS3 yielded cleaved products with a major band at approximately 30-kDa (asterisk in Fig. 4F), demonstrating that PRSS3 was able to cleave fibulin-5 in vitro. Immunostaining with PRSS3 antibody confirmed immunoreactivity was present in vaginal secretions in lumen and stroma of *Fbln5^−/−^* vagina (arrows in Fig. 5). The specificity of the immunostaining was confirmed by directly treating the vaginal sections with secondary antibody and by omitting primary antibody from the procedure. These results suggest that V1 most likely represents vaginal PRSS3-like enzyme but V1 activity may be influenced by inhibitor levels in the vaginal tissues and that the balance between protease and inhibitors may be altered in the *Fbln5^−/−^* vagina. Furthermore, PRSS3 may cleave fibulin-5 and regulates fibulin-5 levels in the vaginal wall.

**Figure 5:**
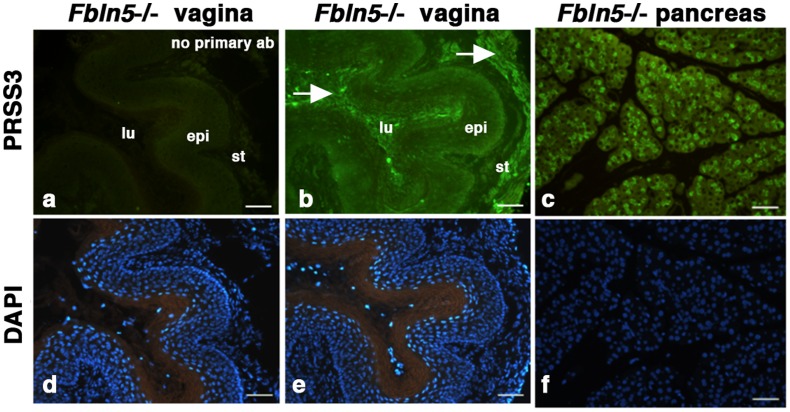
PRSS3 immunoreactivity in *Fbln5^−/−^* vagina. Vaginal (a, b, d, e) or pancreas sections (c, f) from 1-month old *Fbln5^−/−^* mouse were incubated with secondary antibody only (a) or anti-PRSS3 antibody (b, c) and counter-stained with DAPI (d, e, f). Note strong PRSS3 expression in vaginal secretions as well as in stroma of the *Fbln5^−/−^* vagina. lu, vaginal lumen; epi, epithelium; st, stroma. Bars are 30 µm.

### Potential Regulation of Serine Protease Inhibitors in the Vaginal Wall

Our findings suggesting that vaginal PRSS3 activity is primarily regulated by its inhibitors led us to investigate serine protease inhibitors in the vaginal wall. 

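RNA from the vagina of ovariectomized WT and *Fbln5-/-* mice treated with estradiol was measured on Affymetrix mouse expression arrays with 45101 probe sets each. *Fbln5*, the targeted gene, had a signal of 410.4 on the WT array and 30.4 on the *Fbln5-/-* array, which is at least 4.10-fold lower when the *Fbln5-/-* signal is taken as 100. A second *Fbln5* probe set was under 100 on both arrays, and whether either probe set lies in the deleted part of the gene is not known. The paper used 2 animals in each group, and the values analysed here come from 1 array per genotype, without a statement on whether RNA was pooled. No difference between the arrays therefore has a replicate check, and no error between animals or p-value is given. The paper gives estradiol at 50 µg/kg/d for 3 d, starting 2 weeks after ovariectomy. The sample labels place ovariectomy at 11 d and the age of the animals at 6 months, and the series description places ovariectomy at 2 weeks.
The authors deposited MAS5 signal intensities, in which the mean over probe sets was 500.0 on both arrays once the lowest and highest 2% were trimmed. The median signal was 71.8 for WT and 67.9 for *Fbln5-/-*, and both arrays were scaled to a common median, after the 50th percentile normalization described in the methods. The factors were 0.972 and 1.03. Probe sets with a signal of at least 100 on at least 1 array were kept, after the exclusion of readings under 100 in the methods, while the present and marginal calls used by the paper were not used here. Of the probe sets, 34958 were listed with 1 gene symbol, 932 with several and 9211 were not listed in the annotation used. Each of 11934 measured genes was represented by its brightest probe set, and the log2 ratio of *Fbln5-/-* over WT was taken. Where 1 array was under 100, the fold is given as a bound against 100. Where both were under 100, no fold is given.
The control probe sets along *Gapdh* and *Actb* showed how far labelled RNA reached toward the 5′ end of transcripts. For *Gapdh*, a glycolytic enzyme, the scaled signal was 13329 for WT and 13829 for *Fbln5-/-* at the 3′ end, 15720 and 7058 in the middle, and 17262 and 794.7 at the 5′ end. The 5′ probe set was thus 21.7-fold lower on the *Fbln5-/-* array. For *Actb*, a cytoskeletal actin, the log2 ratio was −0.18 at the 3′ end and −1.87 at the 5′ end. The 18 bacterial hybridization controls had log2 ratios from 0.02 to 0.33.

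**Figure D1:**
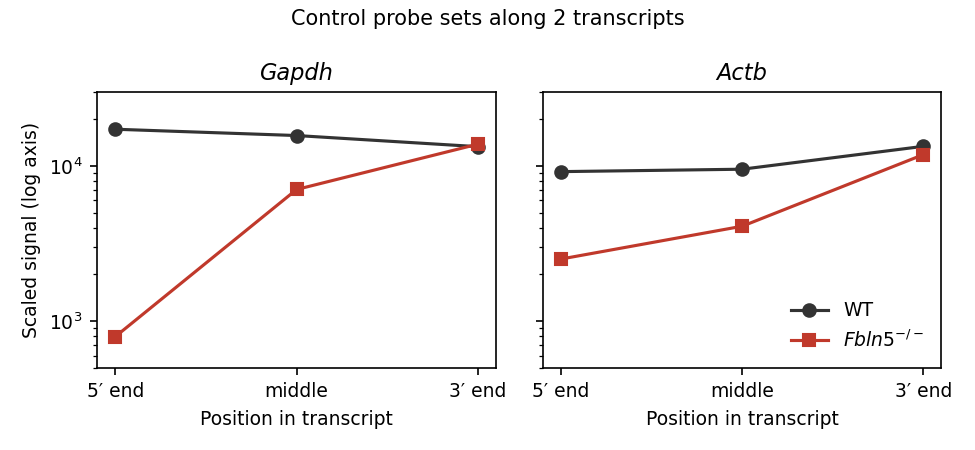
Scaled signal (log axis) of the control probe sets at the 5′ end, middle and 3′ end of *Gapdh* and *Actb*, on the WT array (circles) and the *Fbln5-/-* array (squares), 1 array each. The arrays meet at the 3′ end of *Gapdh* (13329 and 13829) and lie 21.7-fold apart at its 5′ end.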

Using microarray analysis, we were surprised to find striking upregulation of certain protease inhibitors in the vaginal wall from *Fbln5^−/−^* mice (Table II). Specifically, a number of highly homologous serpin family members were differentially expressed in the vaginal wall of *Fbln5^−/−^* mice, including *Serpina1a*, and *Serpina1b* (α1-antitrypsin and its z variant), *Serpina1c* (Elafin, also termed SKALP), and *Serpina3n* (α1 antichymotrypsin). 

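Of 20 serpins measured, 7 were at least 2-fold higher on the *Fbln5-/-* array and 1 was at least 2-fold lower, with signals under 100 taken as measured or set to 100. Of 32 other protease inhibitors, 11 were at least 2-fold higher and 2 were lower (10 and 0 with signals under 100 set to 100). The largest rise in this second group was that of *Wfdc12*, the gene that carries the accession listed for the elafin-like protein in Table II, with a signal of 1119 for WT and 13397 for *Fbln5-/-* (12.0-fold, 1 probe set). *Spink12*, a Kazal-type inhibitor, had a log2 ratio of 2.78 and *Slpi*, the secretory leukocyte protease inhibitor, one of 1.47. *Spink5*, the epithelial kallikrein inhibitor, had signals of 8760 and 10121 (log2 ratio 0.21), and the metalloprotease inhibitors *Timp1* and *Timp2* had log2 ratios of 0.58 and 0.41 at their brightest probe sets. Of the 4 other *Timp2* probe sets past the filter, 3 had log2 ratios of 0.02, −0.11 and −0.38, and 1 fell from 666.7 to 33.3, at least 6.67-fold lower.
Secreted serine proteases differed as well. Of 45 measured, 14 were at least 2-fold higher on the *Fbln5-/-* array and 6 were at least 2-fold lower (13 and 3 with the floor of 100). Among kallikreins 5 to 14, a subset chosen after the values were seen, 6 of 8 measured were higher, including *Klk7* (log2 ratio 3.02), *Klk12* (2.05), *Klk8* (1.79) and *Klk13* (1.43), which are proteases of stratified epithelium. *Klk6* was at least 3.08-fold higher, and *Klk10* and *Klk11* had log2 ratios of 0.15 and 0.60. *Klk1*, the tissue kallikrein, ran the other way, with signals of 1975 and 114.7. The *Klk1* signals are those of the brightest of its 4 probe sets past the filter. All 3 measured genes of the *Klk1* and *Klk1b* group were at least 2-fold lower (2 with the floor). Whether probes of these genes share targets was not tested. *Klk1b21* had signals of 230.0 and 22.7, and *Klk1b24* had signals of 131.8 and 29.3. Both were under 100 on the *Fbln5-/-* array, so a decrease was the only direction open to them. Matrix metalloproteases and their relatives were split, with 3 of 17 higher and 3 lower (3 and 2 with the floor). *Mmp9* had signals of 79.0 and 137.4, so its rise was at least 1.37-fold. Of 25 elastic fibre genes, 8 were higher and 2 lower (7 and 2 with the floor). *Lox*, which crosslinks elastin, had a log2 ratio of 2.12 and *Ltbp2* was at least 5.36-fold higher, while *Loxl1* had signals of 2862 and 2863. *Eln* had a log2 ratio of 1.49 at its brighter probe set, but its other probe set fell from 430.1 to 6.17.
The median log2 ratio was 0.60 for serpins, 0.55 for other inhibitors, 0.59 for serine proteases, 0.18 for metalloproteases and 0.51 for elastic fibre genes (0.56, 0.55, 0.56, 0.18 and 0.48 with signals under 100 set to 100). Among 10000 random lists matched on signal, these medians lay at percentiles of 99.99, 100, 100, 48.6 and 99.7. The serpin median fell to percentile 96.8 among genes at 100 or more on both arrays. The metalloprotease median turned to −0.05 when the median ratio of probe sets at 100 or more on both arrays was set to 1. It rose to 0.45 at 200 or more on at least 1 array and to 0.35 without a filter. On the same arrays the adipocyte list had a median of 1.38 (0.82 with signals under 100 set to 100). The cornified and suprabasal epithelium list had a median of 0.55 at percentile 100, with 26 of 64 genes at least 2-fold higher and 1 lower. Whether the inhibitors and kallikreins rose for the same reason as either list was not tested. Over all 11934 measured genes, 861 were at least 2-fold higher and 569 lower (692 and 471 with the floor), and scaling to the probe sets at 100 or more on both arrays turned this split to 676 and 706, as did the mean over all probe sets of a gene, to 779 and 835. The lower genes are to be read beside the *Gapdh* 5′ control, whose log2 ratio was −4.44.

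**Figure D2:**
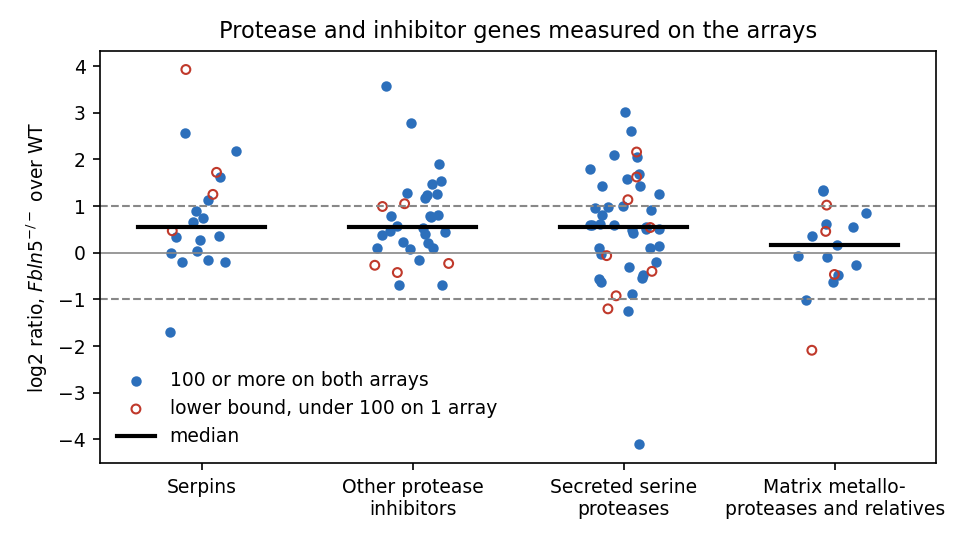
Log2 ratio (*Fbln5-/-* over WT, 1 array each) of genes in 4 lists, with signals under 100 set to 100. Filled circles are genes at 100 or more on both arrays, open circles are bounds on the size of the ratio for genes under 100 on 1 array, black bars are list medians and dashed lines mark a 2-fold difference. Serpins (median 0.56) and other protease inhibitors (0.55) lie mostly above 0, and metalloproteases (0.18) spread to both sides.

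The paper states from these arrays that certain protease inhibitors were upregulated in the *Fbln5-/-* vaginal wall (Table 2), and it then measured serpins by qPCR in separated epithelium and stroma.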

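All 5 clade A serpin genes measured were higher on the *Fbln5-/-* array. Of these, *Serpina1b*, *Serpina1c* and *Serpina12* were under 100 on the WT array and passed the filter only through the *Fbln5-/-* array, so an increase was the only direction open to them. *Serpina1c* had the widest gap, with a signal of 16.6 for WT and 1522 for *Fbln5-/-*, at least 15.2-fold higher. *Serpina1b*, an α1-antitrypsin gene, was at least 2.38-fold higher at 1 probe set (32.5 and 238.1) and at least 2.01-fold higher at the other (29.8 and 201.2). *Serpina3n*, the homolog of α1-antichymotrypsin, had signals of 379.9 and 1710 (4.50-fold), and *Serpina9* had signals of 779.2 and 4601 (5.90-fold). *Serpina12*, a serpin known from adipose tissue, was at least 3.30-fold higher at 1 probe set and under 100 on both arrays at the other. Adipocyte markers were higher on the same array. Of 20 measured, 11 were at least 2-fold higher and none was lower (9 and 0 with signals under 100 set to 100), with a median log2 ratio of 1.38 at percentile 100 of random lists, including *Adipoq* (10.9-fold), *Thrsp* (at least 11.4-fold) and *Ucp1* (at least 6.96-fold).
The probe set with the accession listed for *Serpina1a* is annotated to *Serpina1d* as well, and its signals were 0.39 and 9.87, so no fold is given. A probe set annotated to *Serpina1b*, *Serpina1c* and *Serpina1e* together had signals of 2.43 and 2.67. The *Serpina1* genes are near-identical copies, and signal assigned to 1 of them is uncertain because their probes can share targets. *Fbln5* and these genes lie on the same chromosome, with 31 protein-coding genes of the GRCm38.p6 annotation between *Fbln5* and *Serpina1b* and 49 between *Fbln5* and *Serpina3n*.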

To differentiate these protease inhibitors, we quantified relative mRNA levels in vaginal tissues as a function of age in epithelium and stroma from WT and *Fbln5^−/−^* mice (Fig. 6). The serine protease inhibitor, *Serpina1a*, was predominantly expressed in the epithelium of WT mice. Expression of *Serpina1a*, but not *Serpina1b*, was significantly decreased in vaginal epithelium from both young and old *Fbln5^−/−^* mice (Figs. 6A,B). In contrast, *Serpina3n* was increased ∼4-fold in both stroma and epithelium from *Fbln5^−/−^* mice (Fig. 6C). The most striking changes were found with *Serpina1c* (Elafin) (Fig. 6D). *Serpina1c* was either not expressed or expressed at very low levels in the vaginal wall from WT mice. In contrast, its expression was increased dramatically in vaginal tissues from *Fbln5^−/−^* mice (i.e., 600- to 800-fold in vaginal epithelium from young and old *Fbln5^−/−^* animals). 

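On the arrays of whole vaginal tissue, *Serpinb7* (Megsin) had a signal of 2814 for WT and 867.8 for *Fbln5-/-*, 3.24-fold lower. It was the 1 gene among 12 clade B serpins measured that was at least 2-fold lower, while 2 were at least 2-fold higher. These were *Serpinb12*, with a log2 ratio of 1.62, and *Serpinb3a*, with one of 1.13. The epithelial serpins *Serpinb5* (maspin) and *Serpinb2* had log2 ratios of 0.00 and −0.19. *Serpinb7* is represented by 1 probe set, so its decrease could not be compared with a second probe set of the gene. Among probe sets at 100 or more on both arrays in genes that have several, 7.51% of the 559 that were at least 2-fold lower had all other probe sets of the gene at least 2-fold lower, and 28.8% of the 375 that were at least 2-fold higher had all others at least 2-fold higher. For probe sets at least 4-fold lower or higher, the shares were 10.9% of 110 and 81.6% of 38. At the 5′ end the *Actb* control was 3.66-fold lower on the same array.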

Consistent with microarray results, *Serpinb7* (Megsin) was decreased in both stroma and epithelium of *Fbln5^−/−^* mice (Fig. 6E). Overall, these data indicate that loss of *Serpina1a* and *Serpinb7* in the epithelium of *Fbln5^−/−^* mice may contribute to increased serine protease activity in the epithelium of these animals. Furthermore, the striking upregulation of *Serpina1c* in epithelium of *Fbln5^−/−^* animals may represent a compensatory gene regulatory event to abbreviate or suppress excessive protease activity in the vagina. Alternatively, fibulin-5 or fibulin-5-mediated fully assembled elastic fibers, localized in the matrix of vaginal stroma [9] may signal epithelial cells to suppress *Elafin* gene expression.

**Figure 6:**
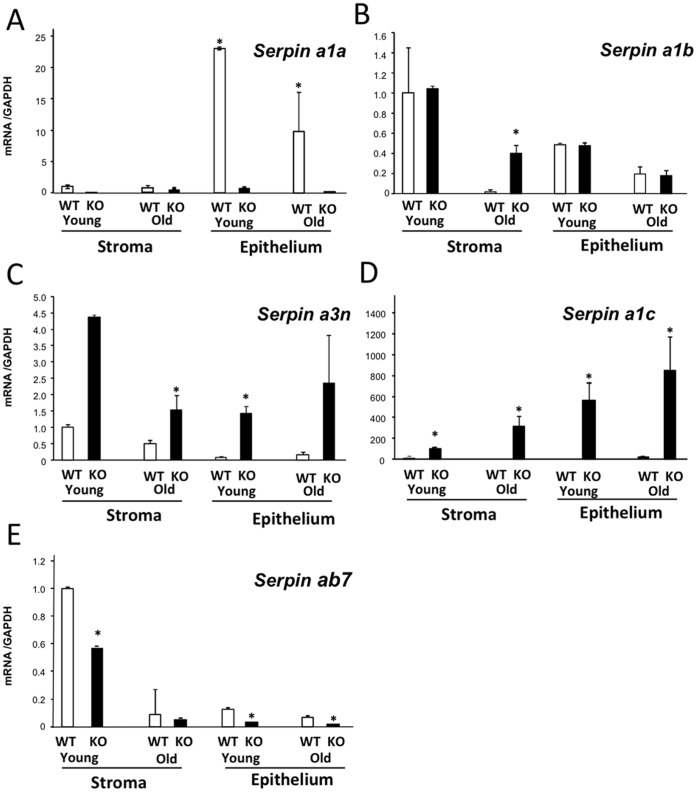
Tissue-specific expression of select Serpins in vaginal stroma and epithelium from young (4–6 wks) and old (6–8 mo) WT and *Fbln5* ^−/−^ (KO) mice. Epithelium was scraped from the underlying stroma of the vaginal wall from WT and KO mice. Expression of *Serpins a1a* (**A**), *a1b* (**B**), *a3n* (**C**), *a1c* (**D**), and *ab7* (**E**) was analyzed by qPCR. Epithelium from 3–4 mice was pooled for one data point. Data represent mean ± SEM of epithelium (n = 3 pools) or stroma (n = 8−10) from each genotype at each age. *P<0.05 compared with corresponding WT.

**Table 2:** Protein inhibitors expressed in the vaginal wall as determined using microarray analysis of vaginal tissues from estrogen-treated wild type and *Fbln5^−/−^* mice.

Unigene or Genbank ID	Gene	Subcellular localization/size	Fold-change*
NM_009243	Serpina1a	Secreted/413	19.2
NM_138684	Elafin-like protein	Secreted/71	9.2
NM_009245	Serpina1c	Secreted/413	6.3
BC012874.1	Serpina1b	Secreted/413	4.9
NM_009252.1	Serpina3n	Secreted/418	4.3
Mm.83909	Serpinb8	Intracellular/373	no change
Mm.123919	Serpinb10	Intracellular/396	no change
Mm.66015	Serpinb7	Intracellular/379	−3.3
Mm.2044	Serpinf1	Secreted/416	−5.3

* Fold change in *Fbln5^−/−^* vagina by microarray.

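The remaining inhibitors of the table gave values that depend on the probe set. *Serpinb8* had signals of 1504 for WT and 2362 for *Fbln5-/-* at its brighter probe set (log2 ratio 0.65) and 908.5 and 675.0 at the other (log2 ratio −0.43). *Serpinf1*, which encodes pigment epithelium-derived factor, had signals of 3788 and 4601 at its brighter probe set (log2 ratio 0.28). At its second probe set the signals were 1189 and 196.8, 6.04-fold lower. *Serpinb10* was not analysed here, because no probe set carried its name in the annotation used. Probe sets of 1 gene at 100 or more on both arrays varied with a pooled SD of 0.52 on the log2 scale over 4114 genes.

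**Figure D3:**
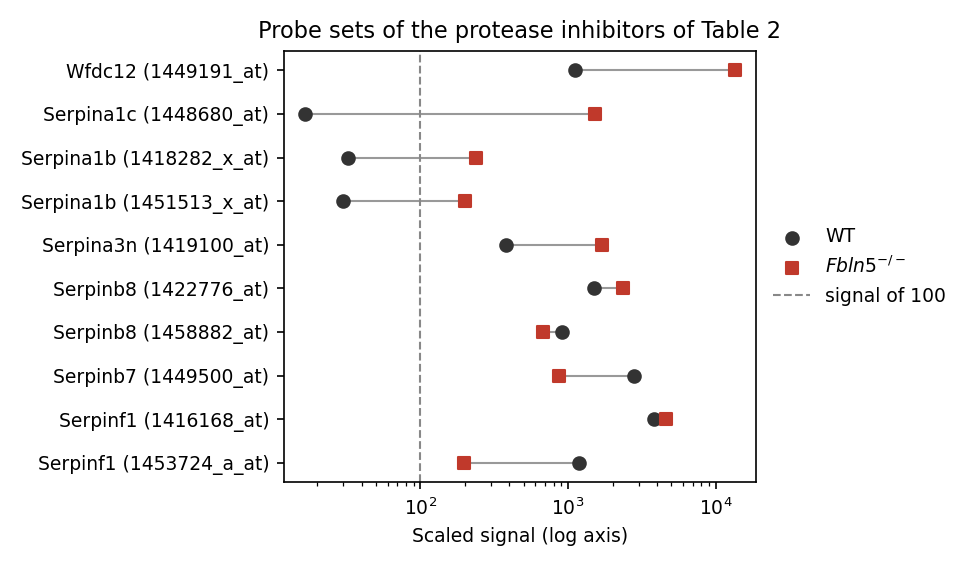
Scaled signal (log axis) of each probe set annotated to 1 inhibitor of the table. Circles are the WT array and squares the *Fbln5-/-* array, 1 array each, with a dashed line at a signal of 100. The probe sets annotated to several *Serpina1* genes, including that listed for *Serpina1a*, are left out. *Wfdc12*, *Serpina1c*, *Serpina1b* and *Serpina3n* are higher on the *Fbln5-/-* array, *Serpinb7* is lower, and the probe sets of *Serpinb8* and of *Serpinf1* go opposite ways.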

### Serine Protease PRSS3 in Vaginal Tissues from Women with and without POP

Our data in mice indicated PRSS3 as a potential candidate for excessive caseinolytic protease activity in the vagina from *Fbln5^−/−^* mice, and that dysregulation of protease inhibitors may effect these changes. To further substantiate the role of these proteases and their inhibitors in the context of human POP, similar studies were carried out using vaginal muscularis and mucosa (i.e., epithelium) from women with and without POP. First, we tested the hypothesis that PRSS family members were expressed in the vaginal wall of humans using primers that recognize all 3 family members (Prss1, 2, and 3). Since PRSS was highly expressed in vaginal epithelium (i.e., C_T_ = 22−23 using 25 ng RNA), but rarely in vaginal stroma, member-specific primers were used to identify PRSS3 as the sole PRSS protease expressed in the vagina (Fig. 7A), except one menopausal subject with Stage 4 prolapse in which PRSS2 was identified (Fig. 7B). Nonetheless, *PRSS3* mRNA levels were not expressed differentially between controls and women with prolapse (Fig. 7C).

**Figure 7:**
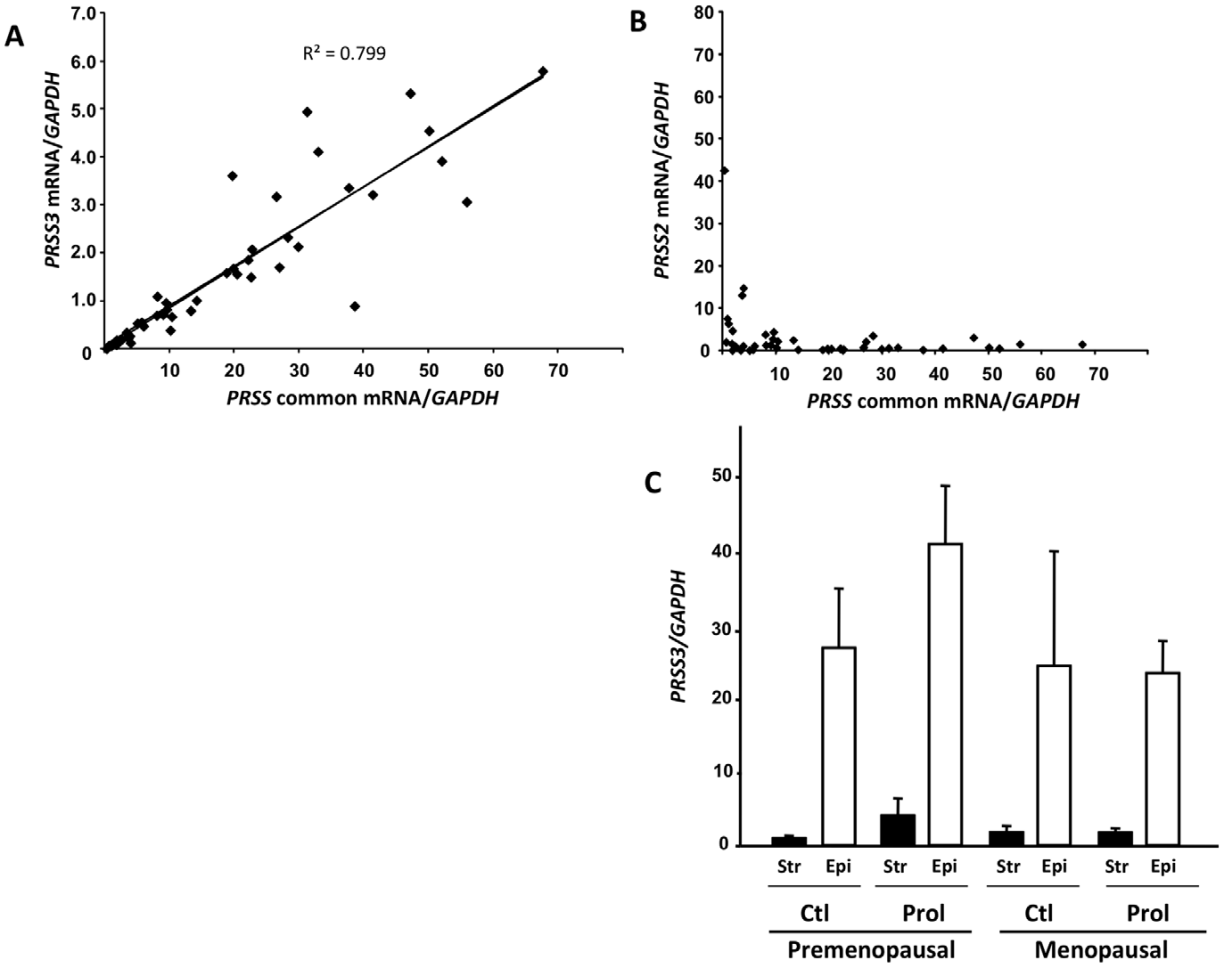
Expression of *PRSS3* mRNA in the human vagina. Expression of *PRSS* quantified by qPCR using primers that recognize all 3 family members (PRSS common) correlated with expression of primer-specific *PRSS3* (**A**), but not *PRSS2* (**B**). **C**. *PRSS3* mRNA levels in vaginal stroma (**Str, solid bars**) or epithelium (**Epi, open bars**) from pre- or post-menopausal women with (**Prol**) or without (**Ctl**) pelvic organ prolapse. Data represent mean ± SEM of stroma samples described in Table 1. For epithelium: pre ctl, n = 5; pre prol, n = 8, post ctl, n = 3; post prol, n = 12.

### Serine and MMP Protease Inhibitors in the Human Vaginal Wall

To investigate the possibility that serine protease inhibitors may be altered in the prolapsed vaginal wall, expression of *SERPINA1* and *E1* (α1-antitrypsin and plasminogen activator inhibitor-1, respectively) was quantified in vaginal tissues from pre- and post-menopausal women with and without POP. Unlike mice in which *Serpina1a* was limited to the epithelium, expression of *SERPINA1* was expressed in both stromal and epithelial compartments of the human vaginal wall (Fig. 8A). Compared with stroma from control premenopausal women, *SERPINA1* mRNA was decreased modestly in stromal tissues from pre- and postmenopausal women with prolapse. Furthermore, *SERPINA1* was also decreased significantly in epithelium from menopausal women with prolapse. *SERPINE1*, on the other hand, was increased significantly in stroma from menopausal women with prolapse (Fig. 8B). The distribution pattern of serine protease inhibitor kazal-types 5 (*SPINK5*), secretory leukocyte protease inhibitor (*SLPI*), and *PI3* (*Elafin*) were distinct compared with *SERPINA1* and *SERPINE1* (Figs. 8C,D). All were highly expressed in epithelium, not stroma. Although *SPINK5* and *SLPI* expression was not changed with prolapse or menopausal status, *PI3* (*Elafin*) was decreased significantly in both pre- and post-menopausal women with prolapse compared with premenopausal controls (Fig. 8E), unlike increased expression of *Elafin* (*Serpina1c*) found in *Fbln5^−/−^* mice. These data suggest that loss of Elafin may result in increased secretion of bioactive serine proteases in the vaginal wall in women.

**Figure 8:**
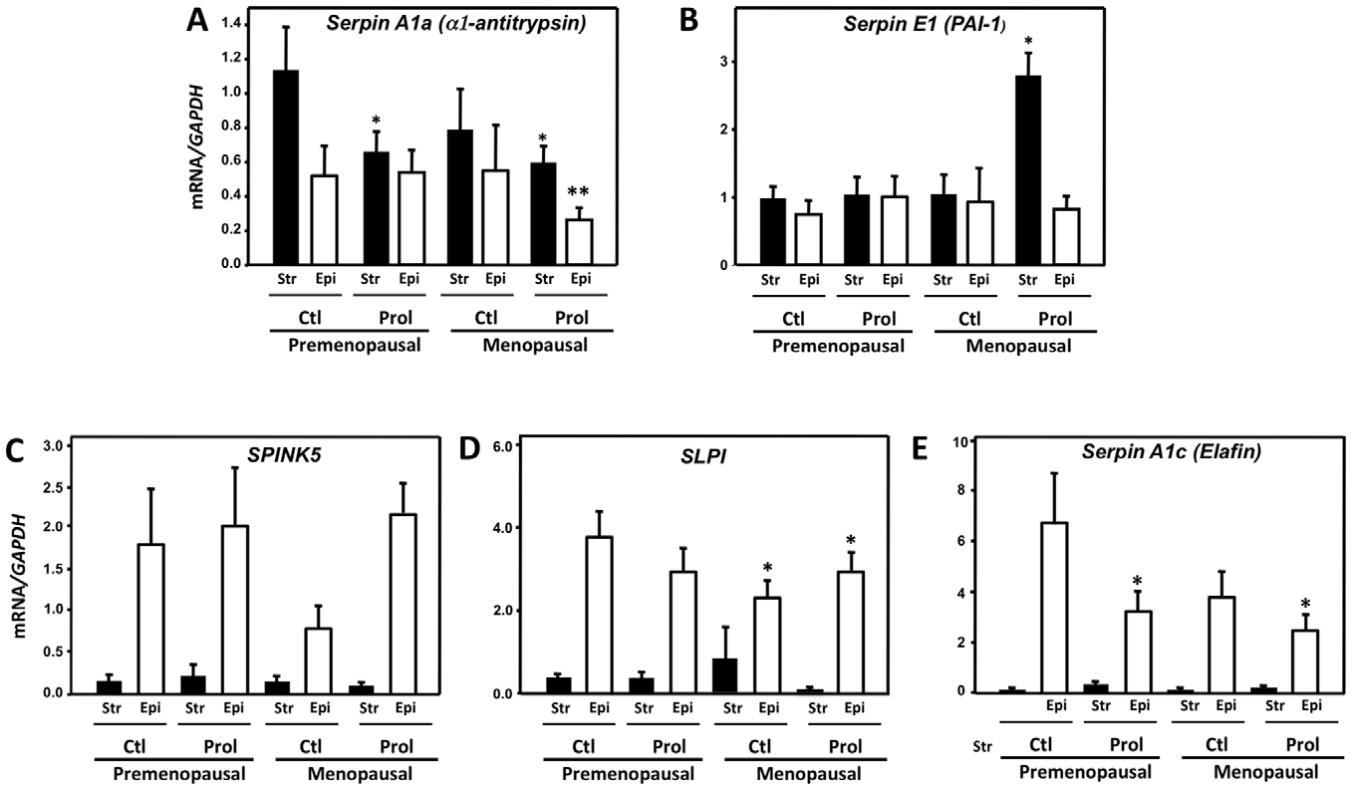
Tissue-specific expression of serine protease inhibitors in the vaginal wall. *SERPINA1* (**A**) and *E1* (**B**) were expressed in vaginal stroma (**Str, solid bars**) and epithelium (**Epi, open bars**) from pre- or post-menopausal women with (**Prol**) or without (**Ctl**) pelvic organ prolapse. Serine protease inhibitors *Spink5* (**C**), *SLPI* (**D**), and *Elafin* (**E**) were predominantly expressed in vaginal epithelium. Data represent mean ± SEM of stroma samples described in Table 1. For epithelium: pre ctl, n = 5; pre prol, n = 8, post ctl, n = 3; post prol, n = 12. *P<0.05 compared with stroma from premenopausal controls, ANOVA, Dunnett’s post hoc testing. **P<0.01.

Previously, we demonstrated increased MMP-9 activity in vaginal stroma from women with POP [9]. To add insight into the potential mechanisms of this upregulation, we quantified relative mRNA levels of tissue inhibitor of metalloprotease (*TIMP)1* and *TIMP2* in vaginal tissues from women with and without prolapse. Expression of *TIMP2* was decreased in epithelium of menopausal women regardless of prolapse status (P<0.05) suggesting that estrogen deficiency may lead to loss of MMP inhibitors in the epithelial layer (Supporting Fig. S3).

## Discussion

POP is a multifactorial disease involving structural changes of vaginal wall. Our recent study has shown that defective assembly of elastic fibers and loss of fibulin-5-mediated inhibition of MMP-9 lead to weakening of the vaginal wall by facilitating secondary degradation of collagen fibers. In this study, we extended our understanding of the mechanisms underlying POP to include dysregulation of an important serine protease that catalyzes degradation of fibulin-5 in vitro.

### V1 is a 25-kDa PRSS3-like Serine Protease in the Vaginal Wall

Several studies have shown secreted protease activities in the vagina, but our studies indicate that V1 is unique. For example, caseinolytic activity of 26-kDa was previously reported in cycling mouse vagina but this protease was dramatically upregulated after ovariectomy and was not gelatinolytic, suggesting that this was a plasmin-like enzyme. In humans, KLKs 6, 7, 8. 10, 11, 12 and 13 have been found in cervico-vaginal fluid with peak levels after ovulation at around day 20 of the menstrual cycle [16]. In contrast, trypsin-like activity in cervico-vaginal fluid peaked around the time of ovulation in human samples [16]. Trypsin-like activity has also been reported in rat vaginal epithelial cells and the activity peaked during proesterus, when plasma estrogen was maximal, and its activity was optimal around pH 7 [17]. Our data indicate that caseinolytic protease activity (termed V1) is also upregulated by estrogen and predominantly secreted from epithelium in *Fbln5^−/−^* vagina, suggesting that V1 is similar to trypsin-like enzyme previously reported from vaginal epithelium. Although it is currently undetermined whether V1 protease is molecularly identical to PRSS3 or any isoform of PRSS3, V1 shares similar biochemical characteristics to PRSS3 because (i) the similar molecular size, (ii) it functions at a neutral pH, (iii) is resistant to several serine and cysteine protease inhibitors, EDTA, and common trypsin inhibitors, and (iv) immunoreactive PRSS3 is secreted from vaginal tissues. We confirmed that both PRSS3 and V1 contain caseinolytic and gelatinolytic activity at 25 kDa. PRSS3 represents <10% of total trypsinogen in normal pancreatic juice (reviewed in [18]). PRSS3 is (i) resistant to SBTI, PSTI, and BPTI (ii) sensitive to PMSF and TLCK [19], and (iii) requires proteolytic activation by enterokinase [19]. A new alternative form of PRSS3 was reported in differentiated cultured keratinocytes and was named trypsinogen 5 [13]. Unlike the relatively broader distribution of another alternative isoform (i.e., trypsinogen 4), trypsinogen 5 was restricted to the brain, small intestine, uterus and keratinocytes. Both trypsinogen 4 and 5 differ only in the N-terminus and both produce active PRSS3 upon cleavage by enteropeptidase, which is shown to be expressed in the granular layer of the epidermis. Therefore, V1 may undergo proteolytic activation by other enzymes in vaginal epithelial cells.

### Mechanism of Upregulation of V1 Protease in Vaginal Wall

The process of enteropeptidase activation is important in regulation of PRSS protease activity both in the pancreas and in cancer cells in which addition of enteropeptidase enhanced cell-mediated proteolysis [20]. Currently, the molecular mechanisms of V1 activation are not known. In addition to enteropeptidase, MMP-9 is also known to activate trypsinogen family members in the pancreas [21]. Previously, we demonstrated that fibulin-5 inhibits MMP-9 in a RGD-dependent manner and that MMP-9 is thereby upregulated in the *Fbln5^−/−^* vagina. It is tempting to speculate, therefore, that the elevated levels of vaginal MMP-9 in the absence of fibulin-5 may lead to activation of V1. Alternatively, V1 may be tethered to elastic fibers in the vaginal wall as a pro form. Destruction of elastic fibers itself may release V1 and increase bioavailability of these enzymes. Currently, the mechanisms of V1 enzyme activation are simply unknown but under active investigation.

### Potential role of V1 Protease Activity

Proteases play a crucial role in extracellular matrix remodeling through their proteolytic action on collagens, proteoglycans, fibronectin, elastin and laminin. The vaginal epithelium represents a major interface between the external environment and the female reproductive tract. It is constantly exposed to proteolytic enzymes from many sources, including bacteria in the vaginal vault and immune cells in the lamina propria and subepithelium. Controlled proteolytic activity is thereby important for maintainance of normal tissue turnover and maintenance of this barrier. It is plausible that the V1 proteolytic activity may contribute to the pathophysiology of POP. A similar trypsinogen secreted from cancer cell lines, degrades subendothelial cell extracellular matrix (ECM) and it has been shown that enzymes similar to PRSS3 degrade fibronectin and aggrecan [20], [22]. Recently, another serine protease termed HTRA1 (high-temperature requirement factor A1, previously named PRSS11) with a highly conserved trypsin-like protease domain similar to PRSS3 was shown to alter Bruch’s Membrane composition in vivo and rHTRA1 lacking the N-terminal domain cleaved various extracellular matrix (ECM) proteins, including fibronectin and fibulin-5 [22]. Here, we showed that PRSS3 also cleaved fibulin-5 in vitro. Thus, dysregulated V1 activity during the elastogenesis period may result in excessive cleavage of fibulin-5 and lead to disorganized elastic fibers in the vaginal wall. Since we have previously shown in *Fbln5^−/−^* vagina that elastic fibers connecting epidermis and stroma were loose and disrupted, it is fascinating to speculate that uninhibited trypsin-like proteases such as V1/PRSS3 are involved in destruction of the integrity of connective tissues in subepidermis by cleaving fibulin-5 and other elastogenesis-associated ECM. Although loss of fibulin-5 after the completion of elastogenesis may not influence resting adult tissues, the continuous remodeling of the female reproductive tract during reproductive life [23] which is accelerated after childbirth [24], and loss of fibulin-5-mediated inhibition of vaginal MMP-9 is predicted to have adverse effects on maintenance of vaginal connective tissues, especially postpartum when fibulin-5 protein levels return to baseline levels [1].

### Proteases and Proteinase Inhibitors in POP

Our findings showing that the imbalance between protease and protease inhibitors are associated with POP phenotype in mouse and human adds complexity to our understanding the pathogenesis of POP. We observed upregulation of MMP-9 as well as a trypsin-like serine protease in the *Fbln5^−/−^* vagina, and we confirmed that *PRSS3* was indeed expressed in human vaginal tissues. Interestingly, in the human vagina, *PRSS3* was also limited to the epithelium but mRNA levels were not increased in vaginal tissues from women with prolapse. Limitations in the amount of tissue available precluded a comprehensive analysis of 25 kDa enzyme activity in the human. Nonetheless, SERPINA1 (α1-antitrypsin) was decreased in stromal tissues from pre- and postmenopausal women with prolapse and in epithelium from menopausal women with POP. *Elafin* was also decreased significantly in tissues from women with prolapse. The role of α1-antitrypsin has been well studied in pulmonary emphysema, in which reduction of α1-antitrypin leads to destruction of elastin ECM, resulting in enlargement of alveoli (Reviewed in [25]). Conversely, overexpression of α1-antitrypsin in cigarette smoke-induced and VEGF-inhibition-induced, proteolysis-independent pulmonary emphysema models suggested that α1-antitrypsin serves not only as an inhibitor of elastase but also possesses elastase-independent anti-apoptosis functions in vivo [26], [27]. It has been suggested that apoptotic cells are increased in pelvic tissues from women with prolapse [28], and α1-antitrypsin mRNA was reported to be decreased in postmenopausal women with POP relative to postmenopausal women without POP [29]. Another report, however, did not find any positive correlation between the site of α1-antitrypsin expression and posterior/anterior ratio in bladder and uterine prolapse [30]. Therefore, our report has shown for the first time that α1-antitrypsin levels were decreased in menopausal women with POP compared to control.

It is interesting to note that in some cases, protease regulation by inhibitors differed in humans and *Fbln5^−/−^* mice with prolapse. For example, the serine protease inhibitor, Elafin, which is regulated primarily by its transcript level [31], was decreased in epithelium from women with prolapse. In contrast, we observed marked upregulation of Elafin transcripts in epithelium of *Fbln5^−/−^* vagina. In the complete absence of fibulin-5, Elafin may not localize to the matrix and its mRNA may be upregulated dramatically as a compensatory manner. In women with prolapse, however, in which fibulin-5 may be compromised [32]–[35] but not absent, Elafin may play a more substantial role in inhibiting elastase-mediated matrix degradation. Although *SERPINB7* was not investigated with adequate power, our pilot studies indicated no change in *SERPINB7* in vaginal stroma from women with or without prolapse (not shown). Further studies are necessary to provide a more in-depth understanding of each protease-protease inhibitor combination, how they affect overall protease activity, whether they play a causal role in progression of POP, and how, or if, fibulin-5 directly or indirectly regulates levels of protein inhibitor/protease complexes in the vaginal wall. Nevertheless, experimental data provided herein, together with previous investigations, indicate that proteases may regulate matrix integrity not only through direct degradation of collagen and elastin but also through other matrix components such as fibulin-5, a major MMP9 inhibitor in the vaginal wall.

## Supporting Information

Figure S1 **Effects of pH on V2 and V1 caseinolytic activities.** pH is indicated above each gel. Note that strongest activity was detected at pH 8.
(PDF) Click here for additional data file.

Figure S2 **A. Caseinolytic activity assays with Leupeptin (0.1, 1, 10 µg), TLCK (0.1, 1, 10 µM), TPCK (0.1, 1, 10 µM) and SBTI (0.1, 1, 10 µg) using 4 µg of KO extracts.** **B.** Caseinolytic activity assays with Pepstatin A (0.1, 1, 10 µg) and E64 (0.5, 5, 50 µg) using 2 µg of KO extracts. Inhibitors were incubated with extracts and fluorescence intensity was measured as caseinolytic activity. Bars are mean ± SEM. KO activity without inhibitor was designated as 1.
(PDF) Click here for additional data file.

Figure S3 **Tissue-specific expression of** ***TIMP1*** **and** ***TIMP2*** **in the vaginal wall.** *TIMP1* (**A**) and *TIMP2* (**B**) were expressed in vaginal stroma (**Str, solid bars**) and epithelium (**Epi, open bars**) from pre- or post-menopausal women with (**Prol**) or without (**Ctl**) pelvic organ prolapse. *P<0.05 compared with stroma from premenopausal controls, ANOVA, Dunnett’s post hoc testing.
(PDF) Click here for additional data file.

Table S1 **Primers used for qPCR amplification.**
(DOCX) Click here for additional data file.

# Supplementary material for: Dysregulation of Protease and Protease Inhibitors in a Mouse Model of Human Pelvic Organ Prolapse
**Source:** PLoS One. 2013 Feb 20;8(2):e56376. doi: 10.1371/journal.pone.0056376
**Supplement:** Table S1 — Primers used for qPCR amplification.

**Table S1.**

| **Gene** | **Forward primer** | **Reverse primer** | **Accession #** |
| --- | --- | --- | --- |
| hPRSS common | CAGGCCTGGAGTCTACACCAA (678-698) | GGTGTCCTTAATCCAGTCCACATAG (732-708) | BC103998.2 |
| hPRSS3 | CACCCTAAATACAACAGGGACACT (299-322) | GACACGCGGGCATTGAT (384-368) | BC069476 |
| hPRSS 2 | GGAATGAACAGTTCATCAATGCA (254-276) | GTCCAGAGTCCGGCTGTTGT (321-302) | NM002770.2 |
| hTIMP1 | GACGGCCTTCTGCAATTCC (288-306) | GTATAAGGTGGTCTGGTTGACTTCTG (366-341) | NM003254.2 |
| hTIMP 2 | CCCTCCTCGGCAGTGTGT (556-573) | CGGCCTTTCCTGCAATGA (628-611) | BC052605 |
| hSLPI | TCCAGGGAAGAAGAGATGTTGTC (192-214) | TTCCTCCTTGTTGGGTTTGG (275-256) | BC020708 |
| hSPINK5 | TATGAAGCTGTTTGTGGCACAGA (416-438) | ACCCGGTTTTCGCATTCTC (494-476) | NM001127698.1 |
| hElafin | TGTGAAGGCTCTTGCGGG (338-355) | GACCGGCTCCCTCTCACTG (392-374) | BC0109512.1 |
| hSPINK1 | TGTCTGTGGGACTGATGGAAATA (150-172) | TGGCGTTTCCGATTTTCAA (218-200) | BC025790.1 |
| hSerpina1a | TGAACTCACCCACGATATCATCA (1128-1150) | CAGGACGCTCTTCAGATCATAGG (1242-1220) | NM000295.4 |
| hSerpine1 | GCACAACCCCACAGGAACAG (1306-1325) | CCCAGATGAAGGCGTCTTTC (1384-1365) | NM000602.3 |
| mSerpina1a* | TCGATGAGACAGGAACAGAAGCT (1178-1200) | GTGGTCGAAGCGCAGGATAG (1263-1264) | NM009243 |
| mSerpina1b | TCTTTGAAGCCGTTCCTATGTCT (1150-1172) | GGGCTCTGAGTGTGTTCTTCAAAT (1240-1217) | BC012874.1 |
| mSerpina1c | CACAGTCTTACTAGCCGTTCCTTATTCT (1166-1193) | GGGCTCTGAGTGTGTTCTTCAA (1261-1240) | BC021780.1 |
| mSerpina3n | CATCGGGAGTCAGCTATCACA (35-55) | GGTCTTCTTGGACTGCAGCAT (211-191) | NM009252.2 |
| mSerpinb7 | CACTGCCCTGACCCTAATCC (163-182) | AGTGCAGTGCCTTGTCAATCTG (233-212) | Mm.66015 |

How the deposited data were processed for this re-analysis (not part of the article)

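RNA from the vagina of ovariectomized, estradiol-treated WT and *Fbln5-/-* mice was measured on 1 Affymetrix array per genotype. The authors deposited signal intensities for 45101 probe sets, made with MAS5 according to the submitters' processing notes (version not given in the sources used here), on a linear scale. The mean over probe sets, with the lowest and highest 2% trimmed, was 500.0 on both arrays, so the deposited intensities already carry a scaling per array. Detection calls were not used here.

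The intensities were scaled to a common median (50th percentile). The methods also describe a normalization per gene to the median of all samples, which leaves the ratio between arrays as it is. A single WT signal of 0 was set to 0.1. Probe sets with at least 100 on at least 1 array were kept (21508, with 64 control probe sets left out), and a difference of 2-fold was counted. Probe sets were named through the platform annotation, in which 34958 were listed with 1 gene symbol, 932 with several and 9211 not at all, and no gene was named from a probe set with several. Identifiers of 34754 of them matched the GRCm38.p6 gene table, which was used for names and for the order of genes only, since the files name no genome build. A gene was represented by the probe set with the highest mean signal. Of the 11934 genes measured, 7041 had 1 probe set past the filter. The limit of 100 sets what can be seen: 54.8% of WT and 55.9% of *Fbln5-/-* probe sets had deposited intensities under it.

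With 1 array per genotype there are no replicates, so no test between the genotypes was made and no p-value, adjusted value or error between animals is given. The intervals given for some shares and list medians are over the genes or probe sets of these 2 arrays and do not cover the spread between animals. The number of arrays limits the precision of every ratio. Gene lists were described by the percentile of their median log2 ratio among 10000 random lists of the same size matched on mean signal in 10 bins, which describes these arrays and not the genotypes. Before the data were examined, 24 lists were fixed: serpins, other protease inhibitors, serine proteases, metalloproteases, elastic fibre, collagens, cornified and basal epithelium, proliferation, estrogen-regulated genes, smooth and skeletal muscle, neutrophil, macrophage, lymphocyte, endothelium, adipocyte, glandular epithelium, liver, pancreas, neuron, interferon response, circadian clock and immediate early genes. Genes were named by a rule fixed at the same time: every gene the paper names (apart from an item that is not reported here), the 10 largest increases and 10 largest decreases among genes at 100 or more on both arrays, up to 5 per direction with at least 500 on 1 array and under 100 on the other, and up to 4 members per list. Predicted, Rik and Gm genes were passed over. The values of Table 2 had been seen when the rule was written. Genes beside *Fbln5* were taken as the 50 measured genes on each side and compared with all windows of as many genes.

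The steps were tested on simulated arrays made from the real mean signals, 12312 genes in the simulated comparison of WT with *Fbln5-/-*. Of 50 genes planted at a log2 ratio of 1.5, 50 were recovered, and of 50 planted at −1.5, 49 were recovered. Of 9350 unchanged genes, 6 were counted as 2-fold different. These counts check the steps only. They give no rate of false 2-fold differences on the real arrays, where the spread between animals was not measured. The alternatives tried were the deposited scale, the 75th percentile, quantile normalization, a median ratio of 1 over probe sets at 100 or more on both arrays, other filters, a floor of 100, 32 added to each signal, a 3-fold threshold, other rules for choosing probe sets, 5 bins, and other windows beside *Fbln5*. Counting only genes whose probe sets all changed in 1 direction, and taking the other probe set of a gene, were chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The qPCR, zymography, protein and human measurements of the paper were not analysed here.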

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

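The tests of the 5′ controls, of the hybridization controls, of agreement between probe sets and of the most abundant liver transcripts were chosen only after the results were seen. Signals in genes the paper does not discuss were noted where a list median lay outside the middle 95% of matched random lists, or where a control differed between the arrays.

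The cornified and suprabasal epithelium list had a median log2 ratio of 0.55, with 26 of 64 genes at least 2-fold higher on the *Fbln5-/-* array and 1 lower (25 and 1 with signals under 100 set to 100). The adipocyte list had a median of 1.38 (0.82 with signals under 100 set to 100), with 11 of 20 genes higher (9 with that floor), among them *Adipoq* (log2 ratio 3.44) and *Ucp1* (at least 6.96-fold), and 14 of the 20 were at 100 or more on the WT array. The interferon response list had a median of 0.67, with 10 of 31 genes higher and 1 lower (7 and 1 with the floor), led by *Ifit1* (at least 3.75-fold) and *Usp18* (at least 3.52-fold), while *Bst2*, named after its value was seen, was the lower gene (−1.03). The neutrophil and acute inflammation list had a median of 0.53, with 9 of 19 genes higher and 3 lower (8 and 1 with the floor). It lay inside the random range with 32 added to each signal (0.42) and without _x_at, _s_at and _a_at probe sets (0.46). At 200 or more on at least 1 array its median was 1.36 (percentile 100). The chemokines *Cxcl3* (3.73) and *Cxcl5* (3.14) and *S100a8* (1.87) were higher, while *Il1r2* (−1.85) was lower, as were the neutrophil granule genes *Camp* (at least 1.11-fold) and *Ngp* (at least 1.25-fold). The collagen list had a median of 0.45, with 9 of 40 genes higher (7 with the floor), including *Tnc* (2.63) and *Prelp* (2.61), while *Col1a1* and *Col3a1* had log2 ratios of 0.11 and 0.26. The skeletal muscle list had a median of 0.52, with 11 of 35 genes higher (6 with the floor), and the liver list one of 1.55 over 5 genes, which turned to −0.34 over 22 genes without a filter. The proliferation list had a median of −0.12, at percentile 0.105 of random lists, with 34 of 38 genes within 2-fold. The 3 lower genes were *Ube2c* (−2.03), *E2f1* (−1.27) and *Plk1* (−1.18), 1 was higher, *Foxm1* (1.02), and *Mki67*, *Top2a* and *Pcna*, named after their values were seen, had log2 ratios of 0.39, −0.06 and −0.06. These values stand next to the *Gapdh* 5′ control at −4.44 and the *Actb* 5′ control at −1.87.

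Of 517 probe sets at least 4-fold lower in genes with several, 8.90% (95% Wilson interval 6.74% to 11.7%) had all other probe sets of the gene at least 2-fold lower, against 63.2% of 106 for those at least 4-fold higher; for probe sets at least 2-fold lower or higher the shares were 8.37% of 1267 and 30.8% of 642. Of the 517, 77.9% had another probe set of the gene within 1.5-fold, and the others had a median log2 ratio of −0.13 (quartiles −0.57 and 0.23). Most of these decreases were thus not shared by all probe sets of the gene. These shares restate the pattern that prompted them, so they are no separate test of a lower level of the whole transcript. That explanation stays open where all probe sets of a gene fell. The 18 bacterial hybridization controls had a median log2 ratio of 0.17, with 0.18 at 5′ ends and 0.19 at 3′ ends. They were thus not lower on the *Fbln5-/-* array at either end. Both arrays had been scaled, which removes a loss of hybridization shared by all probe sets, so the controls cannot decide on weaker hybridization. The log2 ratio of *Gapdh* was −4.44 at its 5′ end and 0.05 at its 3′ end, so a candidate explanation is that 5′ parts of transcripts were under-represented in the labelled *Fbln5-/-* RNA. Where probe sets lie along their transcripts was not analysed here, transcripts with other ends stay open, and for the 431 lower genes with 1 probe set the arrays do not separate the explanations; for *Serpinb7*, which is among them, the paper reports a decrease by qPCR in epithelium and stroma, which was not analysed here.

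The clade A serpins that were higher lie on the chromosome of *Fbln5*, so DNA of another strain kept beside the targeted allele and RNA of liver origin were weighed. The liver list as planned reached a median of 1.55 over the 5 genes measured (−0.34 over 22 genes without a filter), past the level set beforehand for liver RNA, but *Alb*, *Ttr*, *Apoa1* and the fibrinogen chains had signals of at most 18.8 on the *Fbln5-/-* array, which argues against liver RNA. Of the 100 measured genes nearest to *Fbln5* with *Serpina* genes left out, 12% differed 2-fold (95% Wilson interval 7.00% to 19.8%), where windows reach 15% at the 75th percentile, so carried-along DNA can neither be shown nor excluded by this share. Signal shared between *Serpina1* copies and an effect of *Fbln5* loss, which the design names and which was not tested, also stay open. Adipocyte markers moved with these serpins (median 1.38, percentile 100, *Adipoq* 10.9-fold), and more fat in the *Fbln5-/-* sample was not tested as their source and stays open.

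The basal epithelium list had a median of 0.024 (95% bootstrap interval over genes −0.16 to 0.16) and the cornified list one of 0.55 (0.37 to 1.07), while among stromal lists the collagens had a median of 0.45 (0.21 to 0.75), smooth muscle 0.14 (−0.03 to 0.31) and endothelium 0.08 (−0.43 to 0.59). The 2 epithelial lists lay apart by more than their intervals, where a shift in tissue shares would move them alike. Among random lists matched on signal they lay at percentiles 11.9 and 100. Bright genes were flat in both lists, such as *Krt5* (−0.004) and *Krt10* (0.04). Whether ratios are compressed there was not tested. With that limit, the gap argues against a different share of epithelium and stroma as the whole cause. The skeletal muscle list, at 0.52, lay just above 0.5, the level set beforehand against striated muscle in 1 of the samples, and ran from 0.41 to 0.57 under the alternatives, on both sides of that level, so this cannot be told apart from other causes with 1 array per genotype.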

How the results depend on the processing

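No paired analysis was possible because each genotype was measured on 1 array. Signal limits what can be compared, since 54.8% of WT and 55.9% of *Fbln5-/-* probe sets were under 100. The median log2 ratio of all measured genes was 0.16, and 0.05 with the median ratio of probe sets at 100 or more on both arrays set to 1, so changes are to be read against a shift of that size. The probe sets at least 2-fold higher and lower numbered 1396 and 1833. They numbered 844 and 939 at 100 or more on both arrays, 5495 and 6224 without a filter, and 499 and 927 at a 3-fold threshold. Without _x_at, _s_at and _a_at probe sets they numbered 1063 and 1139. With the median ratio of probe sets at 100 or more on both arrays set to 1, they numbered 1093 and 2136. Genes higher and lower numbered 2048 and 1535 without a filter, 316 and 211 at 3-fold, and 93 and 47 where at least 2 probe sets all changed in 1 direction, a setting chosen after seeing the data. The stricter filters and thresholds count fewer by construction. Of 74 values for genes of Table 2 under alternatives set beforehand, 36 equal the main value because the setting leaves the ratio of the probe set as it is, and of the other 38, 34 stayed within the pooled SD between probe sets. With 32 added to each signal, the log2 ratio was 2.07 for *Serpina1b* and 5.00 for *Serpina1c*, against bounds of 1.25 and 3.93. With the mean over all probe sets, *Serpinb8* had 0.11 and *Serpinf1* turned to −1.16. With the other probe set of the gene, chosen after seeing the data, *Serpinb8* turned to −0.43 and *Serpinf1* to −2.59. *Serpina1c* and *Serpina1b* gave no value at 100 or more on both arrays, since WT was under 100. *Serpina1b* also gave none without _x_at, _s_at and _a_at probe sets, since both of its probe sets are _x_at.

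Of 24 gene lists, 20 kept their place inside, above or below the middle 95% of matched random lists under every alternative run. The serpin median was 0.34 at 100 or more on both arrays (percentile 96.8). The neutrophil median was 0.42 with 32 added and 0.46 without _x_at, _s_at and _a_at probe sets, both inside the random range. At 200 or more on at least 1 array it was 1.36 (percentile 100). The lymphocyte median was 1.84 at 200 or more on at least 1 array, above the random range. Without _x_at, _s_at and _a_at probe sets it was 0.07 (percentile 31.5), inside that range. The liver median turned to −0.34 without a filter, over 22 genes, and moved from above the random range to below it (percentile 1.27). Of the lists inside the random range, some had a median that turned negative. That of metalloproteases was −0.05 with the median ratio of probe sets at 100 or more on both arrays set to 1. It was −0.02 on the deposited scale, but 0.45 at 200 or more on at least 1 array (percentile 92.2). Without a filter it was 0.35 (percentile 93.3). The median of pancreatic genes was −0.004 without a filter, over 22 genes. Of the genes beside *Fbln5*, *Serpina* genes included, 17% differed 2-fold (percentile 86.4 of windows), 10% at 100 or more on both arrays (68.5), 10% at a 3-fold threshold (94.6), 26% without a filter (89.5) and 12% with *Serpina* genes left out (55.1). Where no cause is named here, the cause was not tested.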

Differences from the paper's values

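For *Serpina1c*, the paper's fold change is 6.3, and the value here is at least 15.2-fold higher on the *Fbln5-/-* array. Under the alternatives set before the data were examined the bound ran from 14.7 to 15.2, and the ratio was 31.9 with 32 added to each signal. All of these differ from the paper's value, and at 100 or more on both arrays the gene gave no value. With signals as measured, the log2 ratio of *Serpina1c* was 6.52, which is close to 6.3 as a number. Other values of the table are close to folds here and not to log2 ratios. They are 4.3 for *Serpina3n* (4.50-fold, log2 ratio 2.17) and −3.3 for *Serpinb7* (3.24-fold lower, log2 ratio −1.70).

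For *Serpinf1*, the paper's fold change is −5.3, and the value here is 1.21-fold higher at the brighter probe set. Every alternative set before the data were examined differs as well. With the mean over all probe sets the direction is the paper's, at −2.23, and the others ran from 1.13 to 1.21. The other probe set of the gene, chosen after seeing the values, was 6.04-fold lower, which is within 1.5 times the paper's value. Taken for the other gene of the table with a second measured probe set and a fold in the paper, *Serpina1b*, the same choice keeps the increase, at least 2.01-fold.

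The paper lists *Serpina1a* as the inhibitor with the largest increase. Here the probe set with its accession, which is annotated to *Serpina1d* as well, had signals of 0.39 for WT and 9.87 for *Fbln5-/-*, both under the limit of 100 that the methods set, and no fold is given. The paper lists *Serpinb8* as not changed, and the 2 probe sets here had log2 ratios of 0.65 and −0.43. The methods define the fold as WT over *Fbln5-/-*, while the footnote of Table 2 gives it for *Fbln5-/-*. With *Fbln5-/-* over WT as here, the signs of *Wfdc12*, *Serpina1b*, *Serpina1c*, *Serpina3n* and *Serpinb7* are those of the table.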

Other observations

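All 11 *Lce1* genes measured, which encode late cornified envelope proteins, were at least 2-fold higher on the *Fbln5-/-* array (10 with signals under 100 set to 100), with a median log2 ratio of 4.39 (3.91 with that floor). *Lce1c* (5.37), *Lce1d* (4.63), *Lce1a2* (4.59), *Lce1f* (4.40), *Lce1b* (4.39) and *Hrnr* (4.11), a filaggrin-related protein, were among the 10 largest increases at 100 or more on both arrays. *Lce1* genes are close copies, and their probes can share targets. *Flg* (2.04) and *Rptn* (2.13) were higher too, while keratins 1, 4, 5, 10, 13, 14 and 15 had log2 ratios from 0.00 to 0.52. The largest increase was that of *Chil4*, a chitinase-like protein, with signals of 222.6 and 17741. *Igkv8-30* (4.09) and *Iglv1* (4.02), immunoglobulin light chain genes, and *Slc6a19* (4.05), an amino acid transporter, complete the 10. All 6 B and plasma cell genes measured were at least 2-fold higher (5 with the floor), including *Jchain* (3.85), *Ighm* (3.11) and *Igha* (2.65), while none of 6 T cell genes reached 2-fold. Of these 6 B and plasma cell genes, *Mzb1*, *Pou2af1* and *Cd79a* were under 100 on the WT array. The lymphocyte and plasma cell list that holds them lay inside the random range (median 0.35, percentile 89.0). Its median ran from 0.07 without _x_at, _s_at and _a_at probe sets to 1.84 at 200 or more on at least 1 array. *Pigr*, which carries polymeric antibodies across epithelium, had a log2 ratio of 2.96. *Igkv9-120* (at least 20.1-fold), *Alox15* (15.2-fold), *Thrsp* (11.4-fold) and *Slc26a4* (10.1-fold) were under 100 on the WT array and higher on the *Fbln5-/-* array by at least these folds. These groups within lists were formed after the values were seen.

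The 10 largest decreases at 100 or more on both arrays, given as log2 ratios unless marked as a fold, were those of *Junb* (−4.68), *Klk1* (−4.11), *Tomm40* (−4.01), *Bcam* (−3.84), *Cnot3* (−3.59), *C1qa* (−3.33), *Cd99* (7.98-fold), *Gna15* (−2.98), *Ldb1* (−2.85) and *Fastk* (−2.83). Of these, 7 had 1 probe set past the filter, and the *Gapdh* 5′ control on the same arrays had a log2 ratio of −4.44. *Ang* (at least 26.8-fold), *Rab7b* (25.1-fold), *Rpgrip1* (23.3-fold), *Gpr83* (20.9-fold) and *Cenpb* (15.4-fold) were lower by at least these folds and under 100 on the *Fbln5-/-* array.

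The trypsin genes that the paper discusses at the protein level were dim on these arrays. The *Prss3* probe set had signals of 12.7 and 2.67, the 4 *Prss2* probe sets were under 100 on both arrays, as were those of *Plg* and *Tmprss15*, and a probe set shared by *Prss1*, *Prss3* and other genes had signals of 11.6 and 21.2. No fold is given for them. *Fn1*, the gene of fibronectin, had a log2 ratio of 0.75, *Efemp1*, a relative of *Fbln5*, one of 1.00, and *Htra1* one of −0.19. *Acan* and *Spink1* were under 100 on both arrays.

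The remaining lists lay inside the middle 95% of matched random lists. Estrogen-regulated genes had a median log2 ratio of 0.23. Of 27 measured, 6 were at least 2-fold higher and 3 lower (5 and 2 with signals under 100 set to 100). *Clca1* was at least 5.76-fold higher and *Ramp3* (−2.49) was lower, while *Ltf* (0.07) and *Pgr* (−0.22) were within 2-fold. The median of 3 pancreatic genes was 0.51, and turned to −0.004 without a filter, over 22 genes. The other medians were 0.14 for smooth muscle, 0.14 for circadian clock genes, 0.38 for neuron and Schwann cell genes and 0.35 for lymphocyte genes. They were 0.02 for basal epithelium, 0.08 for endothelium, 0.09 for macrophage genes, 0.04 for glandular epithelium and 0.04 for immediate early genes, and each of these turned negative under at least 1 alternative setting.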
